# Glucose derived carbon nanosphere (CSP) conjugated TTK21, an activator of the histone acetyltransferases CBP/p300, ameliorates amyloid‐beta 1–42 induced deficits in plasticity and associativity in hippocampal CA1 pyramidal neurons

**DOI:** 10.1111/acel.13675

**Published:** 2022-08-12

**Authors:** Akash K. Singh, Sin H. Neo, Christine Liwang, Karen K. L. Pang, Jason C. K. Leng, Sarmistha H. Sinha, Mahesh S. Shetty, Madavan Vasudevan, Vinay J. Rao, Ila Joshi, Muthusamy Eswaramoorthy, Maria V. Pavon, Ang R. Sheila, Sheeja Navakkode, Tapas K. Kundu, Sreedharan Sajikumar

**Keywords:** CREB‐binding protein, long‐term potentiation, synaptic tagging, synaptic tagging/ capture, TTK21

## Abstract

The master epigenetic regulator lysine acetyltransferase (KAT) p300/CBP plays a pivotal role in neuroplasticity and cognitive functions. Recent evidence has shown that in several neurodegenerative diseases, including Alzheimer's disease (AD), the expression level and function of p300/CBP are severely compromised, leading to altered gene expression causing pathological conditions. Here, we show that p300/CBP activation by a small‐molecule TTK21, conjugated to carbon nanosphere (CSP) ameliorates Aβ‐impaired long‐term potentiation (LTP) induced by high‐frequency stimulation, theta burst stimulation, and synaptic tagging/capture (STC). This functional rescue was correlated with CSP‐TTK21‐induced changes in transcription and translation. Mechanistically, we observed that the expression of a large number of synaptic plasticity‐ and memory‐related genes was rescued, presumably by the restoration of p300/CBP mediated acetylation. Collectively, these results suggest that small‐molecule activators of p300/CBP could be a potential therapeutic molecule for neurodegenerative diseases like AD.

## 1 INTRODUCTION

Alzheimer's disease (AD), the most common neurodegenerative disorder, results in progressive dementia and deterioration of cognitive functioning. Although AD is most recognized by the cellular pathological hallmarks of tau neurofibrillary tangles and Aβ plaques, it is thought that AD‐associated synaptic pathology precedes these histological markers (Selkoe, 2002). Notably, it has been suggested that synaptic dysfunction in the hippocampus, a brain structure important for memory formation, underlies early amnestic symptoms in AD.

Synaptic dysfunctions can be caused by soluble Aβ even before the formation of insoluble plaques and synapse loss through multiple mechanisms. Functionally, soluble Aβ oligomers impair synaptic plasticity—including long‐term potentiation (LTP), a cellular correlate of long‐term memory (Chen et al., 2002; Li et al., 2011), and late‐associative plasticity, as experimentally epitomized by Synaptic Tagging and Capture (STC). The STC model explains how input‐specific, weakly activated synapses can express long‐term synaptic plasticity by capturing plasticity‐related proteins from strongly activated, nearby independent synaptic inputs within a specific time frame (Bin Ibrahim et al., 2022; Frey & Morris, 1997). At the molecular level, Aβ disrupts multiple pathways that are linked to synaptic plasticity, learning, and memory, for example, the MAPK/ERK signaling pathways (Balleza‐Tapia & Pena, 2009; Li et al., 2011). Particularly, Aβ interferes with the activity of cyclic adenosine monophosphate (cAMP) response element‐binding protein (CREB) (Vitolo et al., 2002), a regulator molecule critical for the expression of genes related to synaptic plasticity and memory (Kandel, 2012).

In addition to Aβ pathology, it is increasingly appreciated that AD is also associated with epigenetic aberrations (Klein et al., 2019; Marzi et al., 2018; Nativio et al., 2018; Singh et al., 2018). In an AD‐related mouse model of neurodegeneration, histone acetylation was found to be significantly down‐regulated in the promoter regions of neuronal plasticity‐related genes, hence impeding their expression (Graff et al., 2012). Furthermore, in both AD mouse model and human patient samples, the reduced expression of synapse‐ and learning‐related genes was concomitant with a decrease in epigenomic marker levels in their enhancer and promoter regions (Gjoneska et al., 2015). Specifically, these enhancer regions with decreased acetylation were largely bound by CREB‐binding protein (CBP), a transcriptional coactivator important for histone acetylation, synaptic plasticity, as well as learning and memory (Barrett et al., 2011). Hence, reinstating the epigenome and transcriptome presents an enticing therapeutic strategy in restoring neuroplasticity and memory in AD conditions.

TTK21, an activator of the acetyltransferase function of CBP/p300 when conjugated with glucose‐based carbon nanospheres (CSP), hence termed as CSP‐TTK21 (Chatterjee et al., 2013), restored acetylation of histone H2B in the hippocampus of THY‐Tau22 mice, a mouse model with AD‐related Tau pathology (Chatterjee et al., 2018). Moreover, CSP‐TTK21 also up‐regulated the expression of plasticity‐related genes and improved spatial memory in these mice.

In this study, we found that CSP‐TTK21 could also rescue synaptic plasticity deficits caused by acute Aβ exposure in the CA1 area of rat hippocampal slices. We showed that CSP‐TTK21 could restore long‐term potentiation and late‐associative plasticity induced by high‐frequency tetanization and theta burst stimulation. Furthermore, we demonstrated that this rescue of functional synaptic plasticity was concomitant with the CSP‐TTK21‐mediated restoration of plasticity‐related gene expression.

## 2 MATERIALS AND METHODS

### 2.1 Hippocampal slice preparation and electrophysiology

A total of 132 hippocampal slices prepared from 66 adult male Wistar rats (5–7 weeks old) were used for electrophysiological recordings. Animals were housed under 12‐h light/12‐h dark conditions with food and water available ad libitum. All experimental procedures using animals were performed in accordance with the protocols approved by the Institutional Animal Care and Use Committee (IACUC) of the National University of Singapore. Briefly, the rats were decapitated after anesthetization using CO_2_. The brains were quickly removed and cooled in 4°C artificial cerebrospinal fluid (ACSF) that contained the following (in mM): 124 NaCl, 3.7 KCl, 1.0 MgSO_4_ .7H_2_O, 2.5 CaCl_2_, 1.2 KH_2_PO_4_, 24.6 NaHCO_3,_ and 10 D‐glucose, equilibrated with 95% O_2_–5% CO_2_ (carbogen; total consumption 16 L/h). Transverse hippocampal slices (400 μm) were prepared from the right hippocampus using a manual tissue chopper. The slices were incubated at 32°C in an interface chamber (Scientific System Design) with an ACSF flow rate of 1 ml/min and a constant supply of carbogen.

In the electrophysiological recordings, two‐pathway experiments were performed. Two monopolar lacquer‐coated stainless‐steel electrodes (5 MΩ; AM Systems) were positioned within the stratum radiatum of the CA1 region for stimulating two independent synaptic inputs, S1 and S2, of one neuronal population (Figure 1a), thus evoking field excitatory postsynaptic potentials (fEPSP) from Schaffer collateral/commissural‐CA1 synapses. Pathway specificity was tested using the method described in Sajikumar & Korte (2011). An electrode was placed in the CA1 apical dendritic layer for recording the fEPSP. The signals were amplified by a differential amplifier (Model 1700; AM Systems), digitized using a CED 1401 analog‐to‐digital converter (Cambridge Electronic Design), and monitored online.

**FIGURE 1:**
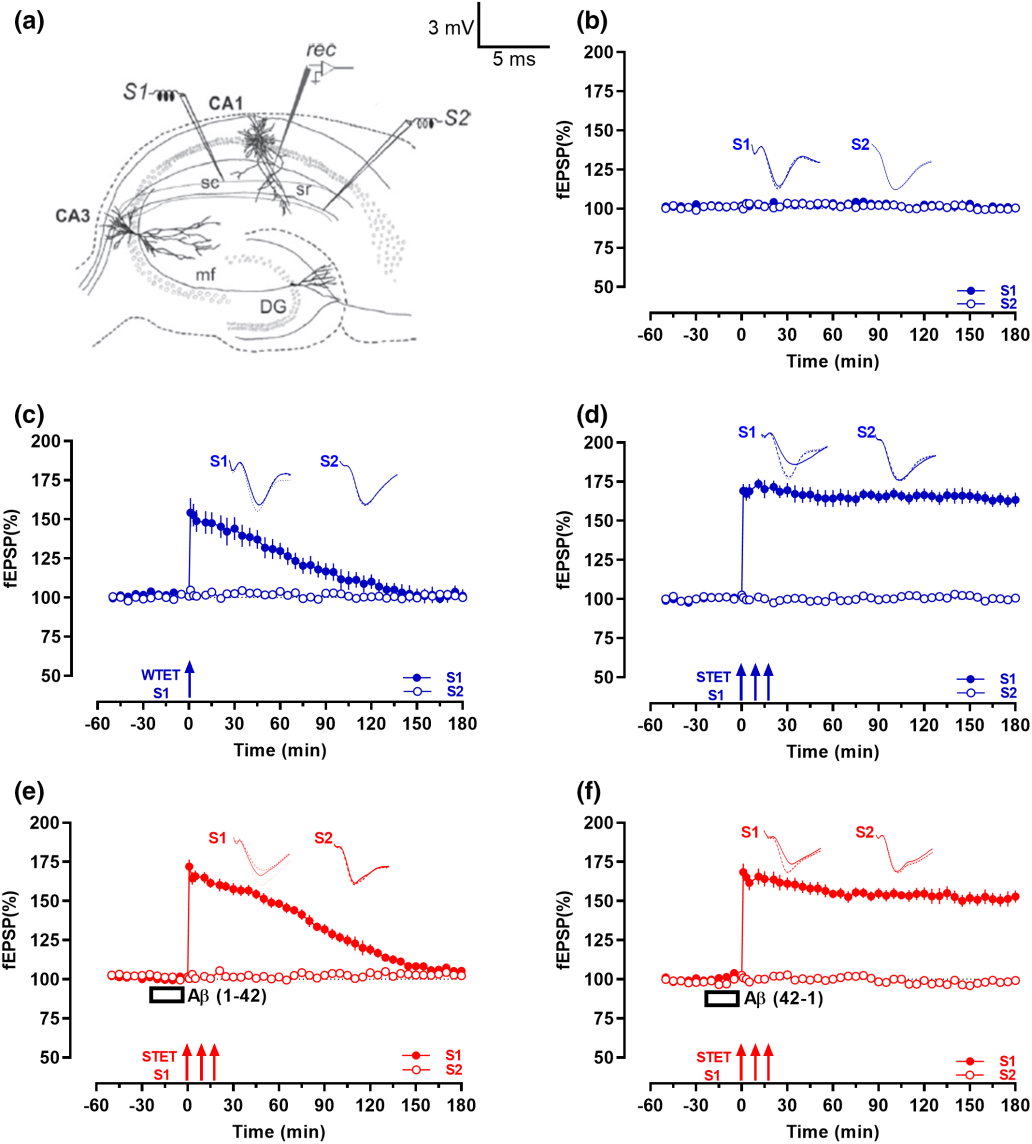
Aβ(1–42) oligomers impaired high‐frequency stimulation‐induced late‐LTP. (a) Schematic depicts location of the recording electrode (rec) and the stimulating electrodes (S1) and (S2) in the area CA1 of hippocampal slices in a two‐pathway experiment. (b) Basal stimulation of the Schaffer collaterals (sc) resulted in stable field excitatory postsynaptic potentials (fEPSP) recording for 3 h (*n* = 7). (c) Delivery of a weak tetanization (WTET; single train of 21 pulses, 100 Hz, 0.2 ms/polarity; broken arrow) led to an early‐long‐term potentiation (early‐LTP)—fEPSP showed an immediate increase but returned to baseline by 95 min (*n* = 7). (d) Delivery of a strong tetanization (STET; 3 trains of 100 pulses,100 Hz, intertrain interval of 10 min, 0.2 ms/polarity; solid arrows) induced a late‐LTP that lasted 3 h (*n* = 7). (e) Bath application of Aβ(1–42) oligomers (200 nM; open box) 20 min before the delivery of STET led to a potentiation of fEPSP that waned over 170 min (*n* = 7). (f) Bath application of the reverse Aβ(42–1) (150 nM, 20 min; open box) did not affect induction of late‐LTP by STET (*n* = 7). All data represent mean ± SEM. Representative fEPSP traces shown in each case recorded at −30 min (solid line); 60 min (dotted line); and 180 min (hatched line). Single arrow represents the time point of application of WTET for the induction of early‐LTP. Triplet of arrows represent the point of application of STET for the induction of late‐LTP. Scale bars for all the traces, vertical: 3 mV; horizontal: 5 ms. sc, Schaffer collaterals; sr, stratum radiatum; mf, mossy fibers; DG, dentate gyrus.

After 2–3 h incubation, a synaptic input–output curve (afferent stimulation vs. fEPSP slope) was generated. Test stimulation intensity was adjusted to elicit a fEPSP slope of 40% of the maximal slope response for both synaptic inputs S1 and S2. Test stimulation comprising four 0.2‐Hz biphasic constant‐current pulses (0.1 ms per polarity) was used at each time point. In all experiments, a stable baseline was recorded for at least 30 min before plasticity induction. To induce late‐LTP, a “strong” tetanization (STET) protocol, consisting of three high‐frequency stimulations of 100 pulses at 100 Hz (single burst, stimulus duration of 0.2 ms per polarity) with an intertrain interval of 10 min, was used. To induce early‐LTP, a “weak” tetanization (WTET) protocol consisting of a single stimulus train of 21 pulses at 100 Hz (stimulus duration of 0.2 ms per polarity) was used. Theta burst stimulation‐LTP (TBS‐LTP) was induced in hippocampal slices using a protocol that consisted of 50 bursts (consisting of 4 stimuli) at an inter‐stimulus interval of 10 ms. The 50 bursts were applied over a period of 20 s at 5 Hz (Sajikumar & Korte, 2011).

### 2.2 Pharmacology

In vitro oligomer preparation of Aβ(1–42) peptide (AnaSpec) and Aβ(42–1) peptide (Sigma‐Aldrich) was carried out 24 h before the start of electrophysiology experiments using the protocol mentioned in our earlier reports (Baby et al., 2020; Krishna et al., 2016; Sharma et al., 2017). The protein synthesis inhibitors, emetine dihydrochloride hydrate (emetine; Sigma‐Aldrich) and anisomycin (Tocris Biosciences), were stored as concentrated stock solutions of 20 mM in water and 25 mM in DMSO, respectively (Sajikumar et al., 2007). The final concentrations used for Aβ(1–42), Aβ (42–1), emetine, and anisomycin were 200 nM, 150 nM, 20 μM, and 25 μM, respectively. For stocks prepared in DMSO, the final DMSO concentration was kept below 0.1%, a concentration shown to not affect basal synaptic responses (Navakkode et al., 2004). CSP‐TTK21 and CSP were prepared as stock solutions at a concentration of 1.88 mg/ml in deionized water with sonication and kept at −20°C. Prior to application, a working solution of 0.36 μg/ml in ACSF was prepared.

### 2.3 qRT‐PCR

Rat hippocampal slices from 4 biological samples were used for each group (4 slices from each biological samples). Six groups (untreated control, SKF, CSP‐TTK21, SKF+Aβ(1–42), SKF+Aβ(1–42)+CSP, and SKF+Aβ(1–42)+CSP‐TTK21) were collected after incubation and drug application in the electrophysiology set‐up, snap frozen in liquid nitrogen and stored at −80°C. The CA1 region was then microdissected from each slice. Total RNA was isolated from hippocampal slices using Trizol method (Invitrogen Trizol 15,596–026). The slices were homogenized in 200 μl of Trizol reagent, frozen in liquid‐N_2,_ and stored at −80°C. During RNA isolation, samples were thawed on ice followed by centrifugation at 13,000 rpm. The supernatant was subjected to phenol:chloroform extraction. RNA was precipitated using iso‐propanol and RNAse‐free glycogen at RT (15 min). The obtained pellet was washed once in 75% ethanol, air‐dried (5–10 min) and resuspended in DEPC‐treated/RNAse‐free water. Isolated RNA samples were subjected to DNAse treatment (30 min at 37°C) followed by re‐precipitation and resuspension (55°C for 10 min). One μg of RNA was used for cDNA synthesis using MMLV‐reverse transcriptase and oligo‐dT (Sigma: M 1302 and O4387, respectively) as per the manufacturer's instructions. A Step One Plus Real‐Time PCR Detection System (Applied Biosystems; Aihara et al. (2007)) was used to perform qPCR using 2× Takara TB Green Mastermix (ABI), and the respective specific primers are shown in Table 1. The data were analyzed using Step One Software version 2.3 (Applied Biosystems; Aihara et al. (2007)). Fold changes were calculated using the formula: $2^{\left(-\left[C_{t}\;\text{Test}‐C_{t}\;\text{Control}\right]\right)}$. β‐actin was considered as housekeeping gene wherever applicable.

**TABLE 1:** Primer sequences for RT‐PCR analysis

Genes	Primer	Sequences
*IL6*	Forward primer	TCCTACCCCAACTTCCAATGCTC
	Reverse primer	TTGGATGGTCTTGGTCCTTAGCC
*βactin*	Forward primer	AAGTCCCTCACCCTCCCAAAAG
	Reverse primer	AAGCAATGCTGTCACCTTCCC
*Adrb2*	Forward primer	TCGAGCGACTACAAACCGTC
	Reverse primer	GAAGTCCAGAACTCGCACCA
*Wnt10b*	Forward primer	CGTTCACGAGTGTCAGCACC
	Reverse primer	GAACGCACTCTCACGGAAAC
*Tgfb*	Forward primer	CGTCAGACATTCGGGAAGCA
	Reverse primer	GTATCAGTGGGGGTCAGCAG
*Atf5*	Forward primer	TGGGCTGGCTCGTAGACT
	Reverse primer	CCGCTCGGTCATCCAATCA
*S100B*	Forward primer	GGTGACAAGCACAAGCTGAA
	Reverse primer	TGGAGACGAAGGCCATAAAC
*Cxcl1*	Forward primer	GCGGAGAGATGAGAGTCTGG
	Reverse primer	GGCATTGTGCCCTACAAACT
*App*	Forward primer	TTGCATTTTTGAGCTGTTGC
	Reverse primer	CAATGTTGACGAAGGTGTGG

### 2.4 Analysis of mRNA expression by RNA‐Seq

Rat hippocampal slices (2 slices from 2 biological samples were used for each repeat for each group, *n* = 2) from six groups (UT, SKF, CSP‐TTK21, SKF+ Aβ(1–42), SKF+ Aβ(1–42)+CSP, and SKF+ Aβ(1–42)+CSP‐TTK21) were collected after electrophysiology recordings, snap frozen in liquid nitrogen, and stored at −80°C. The CA1 region was then microdissected from each slice. RNA integrity was checked by Agilent Bioanalyzer 2100; only samples with clean rRNA peaks were used. Libraries for RNA‐seq were prepared according to KAPA Stranded RNA‐Seq Kit with RiboErase (KAPA Biosystems) system. Final library quality and quantity were analyzed by Agilent Bioanalyzer 2100 and Life Technologies Qubit3.0 Fluorometer, respectively. 150 bp paired‐end sequencing was performed on Illumina HiSeq 4000 (Illumnia Inc.). Rattus Novergicus genome (Rnor_6.0) was downloaded from GENCODE and indexed using Bowtie2‐build with default parameters. Adapter removal was done using Trim Galore (v 0.4.4), and each of the raw Fastq files was passed through a quality check using FastQC. PCR duplicates were removed using the Samtools 1.3.1 with the help of “rmdup” option. Each of the raw files was then aligned to mm 10 genome assembly using TopHat2 with default parameters for paired‐end sequencing as described in Kim et al. (2013). After aligning, quantification of transcripts was performed using Cufflinks, and then, Cuffmerge was used to create merged transcriptome annotation. Finally, differentially expressed (DE) genes were identified using Cuffdiff. The threshold for DE genes was log2 (fold change) >1.5 for up‐regulated genes and log2 (fold change) <1.5 for down‐regulated genes with *p* < 0.05.

### 2.5 GO enrichment analysis

Gene ontology (GO) analysis was performed in PANTHER (Mi et al., 2013). Significant enrichment test was performed with the set of differentially expressed genes in PANTHER, and Bonferroni correction method was applied to get the best result of significantly enriched biological processes.

### 2.6 Fisher's exact test

Fisher's exact test was performed in PANTHER gene ontology (GO) where *p*‐value significance was calculated based on the ratio of obtained number of genes to the expected number of genes (O/E) considering the total number of genes for the respective pathway in Mus musculus with a FDR of <0.05.

### 2.7 Heatmap and clustering of genes

Unsupervised hierarchical clustering method was performed using Cluster 3.0 (Eisen et al., 1998) with Pearson correlation and average linkage rule. Gene expression data (FPKM of all samples) were taken and log2 transformed. Low expressed (FPKM < 0.05) and invariant genes were removed. Then, genes were centered and clustering was performed based on differential expression pattern of genes and fold change. Finally, the heatmap was visualized in Java TreeView 3.0.

### 2.8 Biological analysis of differentially expressed transcripts and pathway regulatory network modeling

Statistically significant differentially expressed transcripts were subjected to GO and pathway enrichment using DAVID tool. Only those GO and pathways with a FDR score of <=0.05 were considered for further downstream analysis. Key biologically dysregulated GO and pathways along with the differentially expressed genes was provided as an input to Pathreg algorithm from Theomics International Pvt Ltd, for gene regulatory network modeling. The result (nodes and edges) of the Pathreg algorithm was provided as an input to Cytoscape v2.8.2 to identify key nodes and edges that could be representative of the gene regulatory changes upon treatment. Identification of genes involved in AD was obtained from NCBI Gene database, and protein–protein interaction data were obtained from STRING Database manual curation of candidate genes. These differentially expressed genes were then provided as an input to VENNY2.0 (Khan & Mathelier, 2017) for plotting vein diagram to illustrate the rescue of the transcriptional defects by CSP‐TTK21.

### 2.9 Statistical analysis

The time‐matched, normalized data were averaged across replicate experiments and expressed as mean ± SEM. The average percentage values of fEPSP slope per time point were subjected to statistical analysis with GraphPad Prism 6.0. Whenever the data did not conform to Gaussian distribution, nonparametric tests were used. Wilcoxon matched‐pairs signed rank test was used when comparisons were made within group, while Mann–Whitney *U* test was used for comparisons made across two independent samples. In experimental groups where electrophysiological recordings started at −30 min, normalized fEPSP percentage values at specified time points were compared with that of the baseline recorded at the ‐15th min; in cases where recordings started at −50 min, normalized fEPSP at mentioned time points were compared to that of the baseline at the −35th min; similarly, when recordings started at −60 min, normalized fEPSP at specified points were compared with that at the −45th min. Statistical significance was assumed at *p* < 0.05.

For identification of differentially expressed mRNAs test *p*‐value (Unpaired Student's *t* test with Benjamini–Hochberg FDR correction) threshold adjusted for false discovery rate of <0.05 was considered. For Gene Ontology and Pathway Analysis, a *p* < 0.05 (Fischer's exact test) along with FDR correction was considered.

For qRT‐PCR analysis, two‐way anova with Fisher's exact test was performed and statistical significance was assumed at *p* < 0.05.

## 3 RESULTS

### 3.1 Aβ(1–42) oligomers impair late‐LTP

In order to model an AD condition in hippocampal slices in vitro, we first replicated previous findings that bath application of Aβ (1–42) oligomers (200 nM) prior to late‐LTP induction impairs its maintenance (Chen et al., 2002; Krishna et al., 2016; Sharma et al., 2017). We conducted experiments using a two‐pathway experimental design (Figure 1a). Without additional tetanic stimulation, baseline fEPSPs recorded from the two independent synaptic inputs S1 and S2 from CA1 apical dendrites were stable for 3 h (Figure 1b, *n* = 7). The fEPSP values at any recorded time point did not show statistically significant potentiation when compared with its baseline (Wilcoxon test) and between S1 and S2 (*U* test) (all *p‐*values were *p* > 0.05, Wilcoxon test and *p* > 0.05, *U* test). Induction of early‐LTP by Weak Tetanization ((WTET), 100 Hz, 21 pulses, see methods) (Figure 1c, *n* = 7) resulted in an immediate increase in fEPSP that waned over the course of the experiment; the potentiation was statistically significant up to 95 min (*p* = 0.047, Wilcoxon test; *p* = 0.019, *U* test), while the induction of late‐LTP by Strong Tetanizaton ((STET), 3 × 100 Hz, 100 pulses, see methods) (Figure 1d, *n* = 7) resulted in an immediate increase in fEPSP that remained statistically significant at 180 min (*p* = 0.016, Wilcoxon test; *p* = 0.001, *U* test). In contrast to these control conditions, when exogenous Aβ(1–42) oligomer (200 nM) was bath applied 20 min before late‐LTP induction similar to our earlier report STET led to a potentiation that waned over time (Krishna et al., 2016) (Figure 1e, *n* = 7). This potentiation was only statistically significant up to 170 min when compared to its own baseline (*p* = 0.016, Wilcoxon test) and up to 140 min compared to S2 (*p* = 0.005, *U* test). Conversely, no LTP impairment was observed when late‐LTP was induced by STET after the bath application of the reverse Aβ (42–1) oligomers (200 nM, 20 min; Figure 1f, *n* = 7). The potentiation remained statistically significant till the end of the recording period (*p* = 0.016, Wilcoxon test; *p* = 0.001, *U* test). This potentiation was similar in magnitude to the late‐LTP induced in control slices (Figure 1d,f: (1 min; *p* => 0.999); (60 min; *p* = 0.165); (120 min; *p* = 0.097); (180 min; *p* = 0.128) *U* test). In all cases, the baseline potentials remained stable throughout the entire recording period (Wilcoxon test, *p* > 0.05, open circles, Figure 1c‐f).

These control experiments are an important pre‐requisite for investigating synaptic associative experiments such as STC, as it relies on the long‐term functional interactions of strongly and weakly tetanized synaptic inputs within a specific time interval (Bin Ibrahim, Benoy, & Sajikumar, 2022).

### 3.2 CSP‐TTK21 rescues late‐LTP impairment induced by Aβ(1–42) oligomers

We were intrigued to know whether CSP‐TTK21 can rescue Aβ(1–42)‐induced late‐LTP impairment by bath applying CSP‐TTK21 (0.36 μg/ml) for 30 min before and 30 min after LTP induction (Figure 2a, *n* = 7). Even after Aβ(1–42) bath application, late‐LTP induction by STET in the presence of CSP‐TTK21 resulted in a robust potentiation that lasted until the end of the recording period of 180 min (*p* = 0.016, Wilcoxon test; *p* = 0.001, *U* test). Application of CSP alone did not result in any rescue effects (Figure 2b, *n* = 6). fEPSP increased immediately after STET, but decayed to baseline by 140 min when compared to its own baseline (*p* = 0.031, Wilcoxon test) and 125 min compared to S2 (*p* = 0.014, *U* test).

**FIGURE 2:**
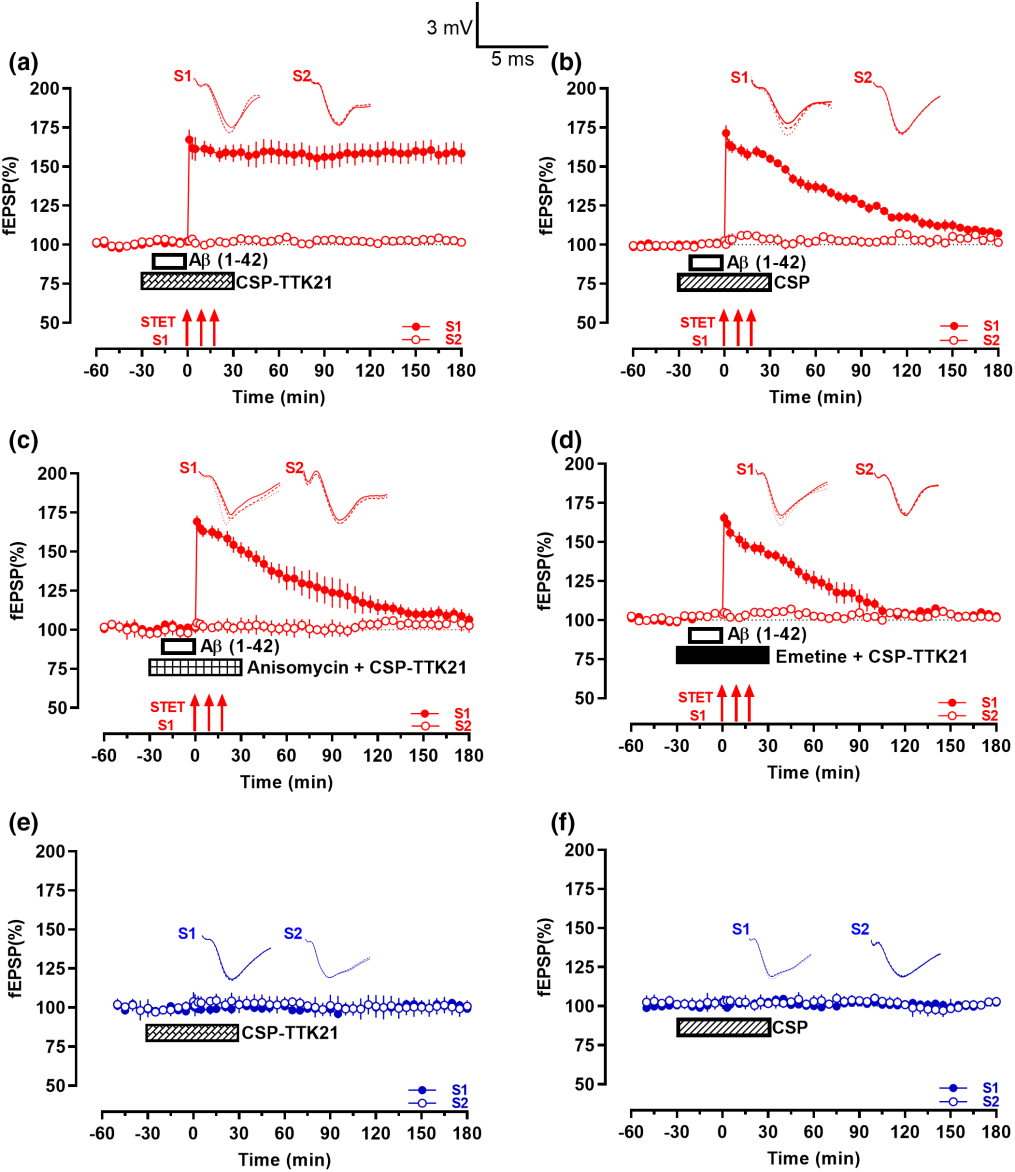
CSP‐TTK21 rescued Aβ(1–42) oligomers‐induced LTP deficits. (a) The CBP/p300 activator CSP‐TTK21 (0.36 μg/ml; crisscross box) was bath‐applied to hippocampal slices 30 min before and 30 min after the first STET tetanus train. In between, Aβ(1–42) oligomers (200 nM; open box) were co‐applied 20 min before STET. In the presence of CSP‐TTK21, STET (solid arrows) led to a late‐LTP that persisted for 3 h (*n* = 7). (b) Similar to that in (a) except CSP (0.36 μg/ml; striped box) was applied instead of CSP‐TTK21. STET led to an early‐LTP that returned to baseline within 140 min (*n* = 6). (c) Similar to that in (a) except that CSP‐TTK21 and the protein synthesis inhibitor Anisomycin (25 μM) were co‐applied for 1 h (checkered box). STET resulted in a potentiation that returned to baseline in 75 min (*n* = 7). (d) Similar to that in (c) except another protein synthesis inhibitor, emetine (20 μM; filled box) was used. STET also led to a potentiation that waned over 55 min (*n* = 6). (e) The bath application of CSP‐TTK21 (0.36 μg/ml; crisscross box) alone for 1 h had no observable effects on basal fEPSP (*n* = 7). (f) Basal fEPSP was not affected by the 1 h bath application of CSP (0.36 μg/ml; striped box; *n* = 6).

Next, we tested the protein synthesis dependency of CSP‐TTK21‐rescued late‐LTP, because it is a critical pre‐requisite to investigate associative plasticity mechanisms such as STC (Bin Ibrahim, Benoy, & Sajikumar, 2022). Protein synthesis inhibitors, anisomycin (25 μM) or emetine (20 μM), were co‐applied with CSP‐TTK21, respectively (Figure 2c,d). Both inhibitors prevented the long‐term maintenance of LTP even in the presence of CSP‐TTK21, and STET only led to an early‐LTP‐like potentiation. In Figure 2(c), statistically significant potentiation was observed till 75 (*p* = 0.047, Wilcoxon test; *p* = 0.026, *U* test, *n* = 7), while in Figure 2(d), statistically significant potentiation was maintained up to 55 min, when compared to its baseline (*p* = 0.156, Wilcoxon test) and 70 min compared to S2 (*p* = 0.009, *U* test, *n* = 6). Therefore, the above findings show that CSP‐TTK21‐rescued late‐LTP is protein synthesis dependent.

To examine whether application of CSP‐TTK21 or CSP may induce slow‐onset potentiation by themselves, we applied CSP‐TTK21 or CSP alone for 60 min after obtaining a stable baseline (Figure 2e,f). Both CSP‐TTK21 and CSP did not induced any potentiation in both inputs S1 and S2 (*p* > 0.05, Wilcox test; *p* > 0.05, *U* test, Figure 2(e) (*n* = 7) and 2F (*n* = 6)). In addition, baseline control potentials recorded from Figure 2(a–d) reminded stable throughout the entire recording period S2, (Wilcoxon test, *p* > 0.05, open circles).

Next, we were intrigued to know whether the rescue effect of CSP‐TTK21 is present in a more physiological LTP. To test this, we used theta burst stimulation (TBS, see methods) to induce late‐LTP. Induction of TBS late‐LTP resulted in long‐lasting LTP that lasted till 180 min (*p* = 0.016, Wilcoxon test; *p* = 0.001, *U* test) (Figure S1a). In contrast, application of Aβ(1–42) oligomers (200 nM, 20 min) prior to TBS application resulted in a decaying form of LTP (Figure S1b). Statistically significant potentiation was observed only up to 155 min, when compared to its baseline (*p* = 0.016, Wilcoxon) and 125 min when compared to S2 (*p* = 0.012, *U* test). Interestingly, CSP‐TTK21 application 30 min before and after TBS induction rescued Aβ impaired TBS‐late‐LTP, showing stable LTP lasting 180 min (Figure S1c, *p* = 0.016, Wilcoxon test, *p* = 0.001, *U* test). However, application of CSP did not result in any rescue effects (Figure S1d) similar to the observed effect in (Figure 2b). Statistically significant potentiation was observed only up to 95 min, when compared to its own baseline (*p* = 0.047, Wilcoxon) and 125 min, when compared to its control S2 (*p* = 0.040, *U* test). The baseline control potentials recorded from Figure S1(a–d) remained stable throughout the entire recording period (S2, (Wilcoxon test, *p* > 0.05, open circles)).

In general, irrespective of the type of stimulation, CSP‐TTK21 is able to rescue Aβ(1–42) induced plasticity impairments in hippocampal area CA1.

### 3.3 CSP‐TTK21 re‐establishes synaptic tagging and capture (STC) impaired by Aβ(1–42) oligomers

Synaptic associativity is a basic property of functional synaptic populations (Bin Ibrahim, Benoy, & Sajikumar, 2022; Redondo & Morris, 2011) and is impaired during aging and in AD‐like conditions (Li et al., 2017; Sharma, Dierkes, & Sajikumar, 2017; Sharma, Shetty, Arumugam, & Sajikumar, 2015). STC is one of the widely studied mechanisms of synaptic associativity at the cellular level (Bin Ibrahim, Benoy, & Sajikumar, 2022; Sajikumar, 2016). Since the CSP‐TTK21‐rescued late‐LTP is protein synthesis dependent, we tested whether the plasticity proteins from this late‐LTP can potentially be captured by nearby weakly activated synapses and thus express late‐LTP. To study STC, we used a strong before weak (SBW) protocol in which protein synthesis dependent late‐LTP was induced by STET in S1 60 min prior to early‐LTP induction in S2 by WTET (Frey & Morris, 1997; Li et al., 2017; Sajikumar et al., 2007) (Figure 3a, *n* = 7). This order of plasticity induction was employed to study STC in the CA1 area of control hippocampal slices which resulted in the expression of late‐LTP in S2 (open circles) by capturing plasticity products from the strong synaptic input S1 (filled circles). Potentiation in both S1 and S2 after tetanization stayed stable till the end of the recording period (S1: *p* = 0.016, Wilcoxon test; S2: *p* = 0.016, Wilcoxon test). In contrast to STC in control slices, Aβ(1–42) bath application prevented not only the maintenance of LTP in S1 (Figure 3b, filled circles) but also the expression of late‐LTP in S2 (Figure 3b, open circles), thus preventing both tagging and capturing processes (*n* = 8). After tetanization, fEPSP in both S1 and S2 showed an immediate increase but gradually returned to baseline. The potentiation in S1 remained statistically significant till 165 min (*p* = 0.016, Wilcoxon test) while that in S2 was statistically significant up to 130 min (*p* = 0.027, Wilcoxon test). Interestingly, bath application of CSP‐TTK21 30 min before and after the application of STET prevented the Aβ(1–42)‐induced impairment of LTP in S1 (Figure 3c, filled circles; *n* = 7), and in addition, promoted the expression of late‐LTP in S2 (Figure 3c, open circles). Both S1 and S2 displayed statistically significant potentiation at the end of the 180 min recording (S1: *p* = 0.008, Wilcox test; S2: *p* = 0.008, Wilcox test). To examine the possibility that prior application of CSP‐TTK21 itself induces metaplasticity and thus converts early‐LTP to late‐LTP in S2, we repeated the experiment shown in Figure 3(c) without STET in S1 and Aβ(1–42) application (Figure 3d). When CSP‐TTK21 was bath applied 30 min before the induction of early‐LTP, WTET resulted only in early‐LTP (Figure 3d, open circles, *n* = 6). Statistically significant potentiation was observed till 170 min after WTET (*p* = 0.031, Wilcoxon test).

**FIGURE 3:**
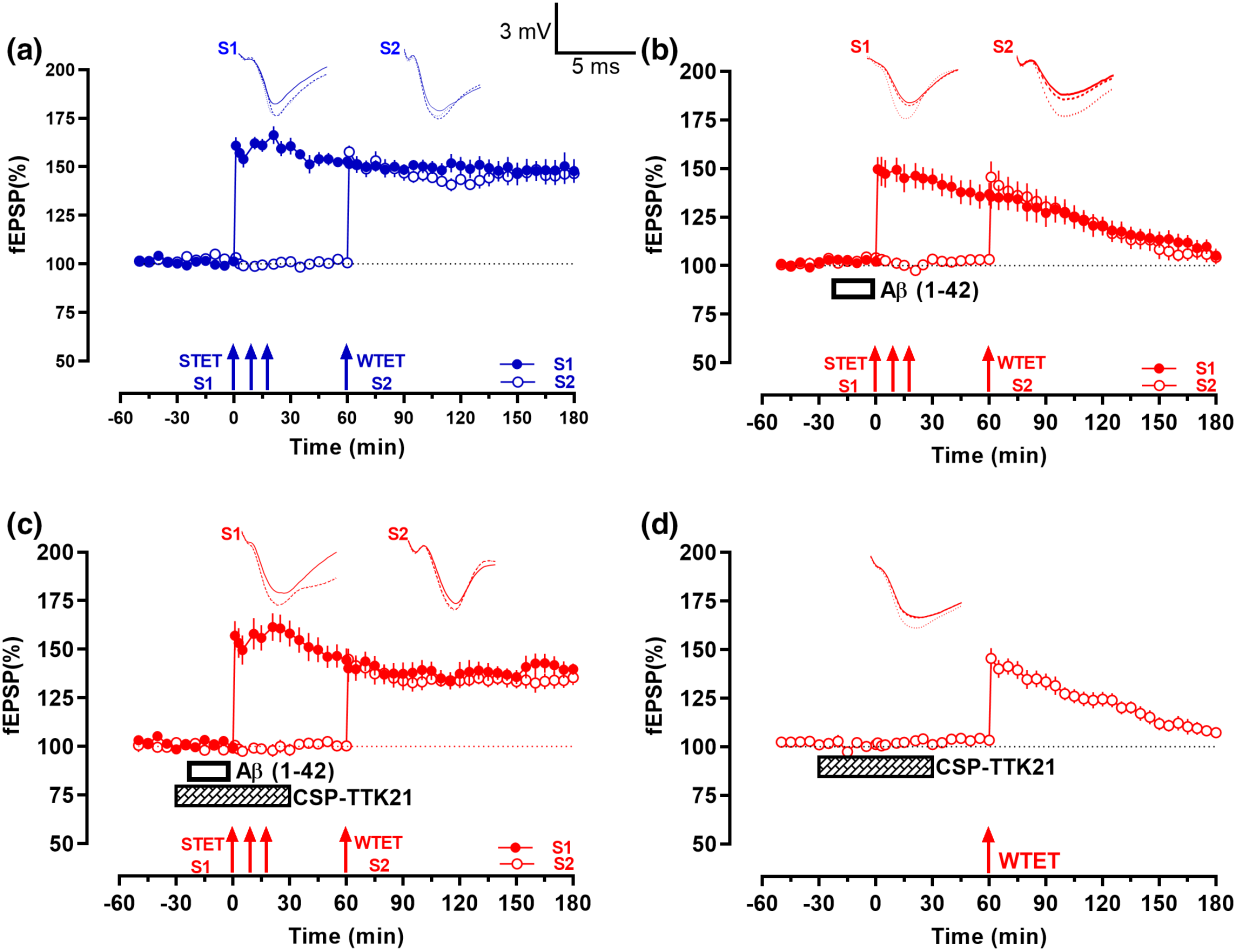
Aβ(1–42)‐impaired synaptic tagging and capture (STC) was re‐established by CSP‐TTK21. (a) Typical STC experiment in control slices. STET (solid arrows) was delivered to the first synaptic input S1 (filled circles) after a stable baseline. WTET (broken arrow) was delivered to another synaptic input S2 (open circles) 1 h after the first STET train. Potentiation in both synaptic inputs were stable throughout the recording (*n* = 7). (b) Experimental design is similar to that in (a) except that Aβ(1–42) oligomers (200 nM; open box) were bath applied 20 min before STET. Potentiation was observed in inputs S1 and S2 immediately after STET and WTET, respectively. However, fEPSP returned to baseline within 165 min and 130 min (*n* = 9). (c) Experimental design is similar to that in (b) but in addition to Aβ(1–42) oligomers application, CSP‐TTK21 (0.36 μg/ml; crisscross box) was also bath applied 30 min before and 30 min after the first train of STET. Potentiation was immediately observable after STET in S1 and after WTET in S2, respectively. The increase in fEPSP was stable for the entire recording duration (*n* = 8). (d) In this one‐pathway experiment, CSP‐TTK21 was bath applied for a total of 1 h. WTET was then delivered 30 min after the end of drug application; this resulted in a potentiation that waned over the course of the recording by 170 min (*n* = 6). All data represent mean ± SEM. Representative fEPSP traces shown in each case recorded at −30 min (solid line); 60 min (dotted line); and 180 min (hatched line). Single arrow represents the time point of application of WTET for the induction of early‐LTP. Triplet of arrows represent the point of application of STET for the induction of late‐LTP. Scale bars for all the traces, vertical: 3 mV; horizontal: 5 ms.

### 3.4 CSP‐TTK21 leads to changes in the transcriptome and restoration of synaptic plasticity genes in the CA1 region of Aβ‐treated hippocampal slices

Given that the rescue of synaptic plasticity in Aβ‐treated slices by CSP‐TTK21 was dependent on de novo protein synthesis (Figure 2c,d), we hypothesized that CSP‐TTK21 might have restored functional plasticity through restoration of plasticity‐related genes expression. Electrically induced LTP using STET or TBS is input specific and the functional changes occurring during the potentiation are restricted only to the small subset of synapses, which are not enough for the gene expression studies. However, direct activation of D1/D5‐cAMP‐PKA signaling pathway by its agonist SKF 38393 can result in the global activation of synapses (not input specific) and thus can yield enough tissues for our analysis. Considering this fact, we opted for SKF‐applied tissues for gene expression studies. 

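RNA from the CA1 region of rat hippocampal slices was compared between 5 groups of 2 libraries each, 10 libraries in all. SKF is the agonist of the dopamine D1/D5 receptors. Aβ oligomers were applied at 200 nM. CSP is the glucose-based carbon nanosphere used as vehicle, and CSP‐TTK21 is the same particle carrying TTK21, an activator of the acetyltransferases CBP and p300, both given at 0.36 μg/ml. The groups were SKF, SKF+Aβ, SKF+Aβ+CSP, SKF+Aβ+CSP‐TTK21 and CSP‐TTK21 alone, the last without SKF and without Aβ. The untreated group is not analysed here. The paper's methods give 2 slices from 2 biological samples for each repeat, and libraries depleted of ribosomal RNA with a stranded kit. They describe adapter trimming, removal of PCR duplicates with Samtools, alignment with TopHat2 and quantification with Cufflinks and Cuffdiff. The methods first name the rat assembly Rnor_6.0, and a later sentence on the alignment names mm10. The authors deposited whole-number counts on 32545 rat Ensembl genes for each library, without normalization. The paper's text does not name the program that made these counts or say whether it used the strand.
The total count was 7088781 and 7557322 in the SKF libraries, 6984426 and 6753742 in SKF+Aβ, 8473407 and 6758309 in SKF+Aβ+CSP, 8151626 and 7332191 in SKF+Aβ+CSP‐TTK21, and 6935944 and 7469777 in CSP‐TTK21 alone. At these depths 3 counts correspond to between 0.354 and 0.444 CPM, the count relative to the library total. The 2 libraries of each group differed by more than counting noise, with a chi-square per degree of freedom from 5.12 in SKF+Aβ+CSP to 13.2 in SKF, so each was kept as a replicate. Counts were scaled with edgeR's TMM factors, and the 15032 genes that passed edgeR's filter on low counts were tested in one fit of all 10 libraries. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05 together with a log2 fold change beyond 1.5 in either direction. This reads the fold change limit of the paper's RNA-seq methods together with the false discovery rate of its statistics section, and the number of calls depends on that reading. Normalized CPM are CPM with the library totals adjusted by the TMM factors. With 2 libraries per group, an exact permutation test of one gene between 2 groups cannot reach a p-value under 0.05, so gene-wise tests rest on the spread that edgeR estimates across genes and groups.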

To investigate this, we performed RNA sequencing on the hippocampal slices from each group of rats. Slices were given 30 min of basal stimulation followed by treatment with the respective drugs and collected one‐hour post‐treatment. Upon individual comparison of each treatment group with the untreated control group, we found that SKF alone treatment resulted in 593 DEGs (Figure S2a), CSP‐TTK21 alone treatment resulted in 2141 DEGs (Figure S2b), SKF+Aβ(1–42) co‐treatment resulted in 611 DEGs (Figure S2c), SKF+Aβ(1–42)+CSP co‐treatment resulted in 823 DEGs (Figure S2d), and SKF+Aβ(1–42)+CSP‐TTK21 co‐treatment resulted in 439 DEGs (Figure S2e and Excel E1). Functional enrichment analysis revealed that most of the de‐regulated genes are involved in the regulation of gene expression, developmental processes, cell proliferation, inflammatory response, learning and memory, etc. (Figure S3 and Excel E3). 

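With the SKF libraries as baseline, 2 of the tested genes were called in SKF+Aβ+CSP, 0 in SKF+Aβ+CSP‐TTK21 and 0 in CSP‐TTK21 alone (n = 2 libraries per group). Without adjustment for the number of genes, 2908, 2940 and 1170 genes had a p-value under 0.05 in these 3 comparisons. Among the alternative criteria with a fold change limit, an unadjusted p-value under 0.05 with a log2 fold change beyond 1 moved the counts most, to 291, 481 and 192 genes. With the replicate number as a block in the fit, 2, 19 and 0 genes were called. The deviations of same-numbered libraries from their group means correlated with those of SKF at r = 0.0571, -0.0691 and 0.176 across genes. Both genes called in SKF+Aβ+CSP were copies of Y_RNA, a small structural RNA present in many near-identical copies between which reads can be split. The copy ENSRNOG00000060430 had 59.6 ± 0.655 normalized CPM in SKF+Aβ+CSP and 13.3 ± 0.744 in SKF (SD, n = 2), a log2 fold change of 2.19 (standard error 0.17, adjusted p = 8.70e-05 from edgeR's quasi-likelihood test). For the copy ENSRNOG00000056608 the log2 fold change was 1.71 (standard error 0.21, adjusted p = 0.0105 from edgeR). The first copy was also higher in each library of the other groups than in SKF, CSP‐TTK21 alone included, by a factor of at least 1.99.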

Further, to delineate the molecular players involved in the re‐establishment of LTP and STC by CSP‐TTK21, we used the SKF only treated group as baseline/control to obtain the DEGs across different treatment groups (SKF+Aβ (1–42); SKF+Aβ (1–42)+CSP; SKF+Aβ(1–42)+CSP‐TTK21: and CSP‐TTK21 alone) (Figure S4). We observed that application of Aβ under SKF‐treated condition affected the expression of 385 genes of which 227 genes were up‐regulated and 158 genes were down‐regulated (Figure 4a, Excel E2). Moreover, treatment with CSP vehicle control under the SKF+Aβ treated condition when compared with the SKF+ Aβ treated group affected only 107 genes of which 83 were up‐regulated and 25 were down‐regulated (Excel E2), probably due to the glucose nature of these particles. 

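Between SKF+Aβ and SKF, 22 genes were called, 14 higher and 8 lower in SKF+Aβ (n = 2 libraries per group, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an adjusted p-value under 0.05 with no limit on the fold change the comparison gave 312 genes, 184 higher and 128 lower. A fit with the replicate number as a block called 34 genes, the 22 among them, and the deviations of same-numbered libraries correlated at r = 0.145. In a fit of these 4 libraries alone 7 genes were called, with 4 of the 22 shared. DESeq2's Wald test called 5, with 4 shared, where its own filter on low counts left 9495 genes with an adjusted p-value. Without that filter, a setting chosen after the calls were seen, DESeq2 called 32 genes, with 19 of the 22 shared. The 2 SKF+Aβ libraries lay on one side of the 2 SKF libraries for all 22 genes. Of the 22, 11 were small structural RNAs, against 264 among the 15032 genes tested. In 20 of them both libraries of CSP‐TTK21 alone, which received no Aβ, lay on the same side of SKF as SKF+Aβ did, and in 16 both lay on the SKF side of both SKF+Aβ libraries.
Among the largest increases, SNORD113 (ENSRNOG00000052419) had 5.76 ± 3.11 normalized CPM in SKF+Aβ and 0.410 ± 0.384 in SKF (SD, n = 2), a log2 fold change of 3.79 (standard error 0.77, adjusted p = 0.0387 from edgeR). SNORD14 (ENSRNOG00000061656) rose by a log2 fold change of 2.80 (standard error 0.62, adjusted p = 0.0424 from edgeR). Fam71d had 17 and 10 counts in the SKF+Aβ libraries and 2 and 1 in the SKF libraries, which is under the 3 counts taken as the floor. Among the largest decreases, a copy of Metazoa_SRP (ENSRNOG00000052862) changed by -3.10 (standard error 0.63, adjusted p = 0.0376 from edgeR). Another copy (ENSRNOG00000055825) had 3 and 2 counts in SKF+Aβ and 27 and 18 in SKF. RT1-CE16, a gene of the rat major histocompatibility complex with several near-identical paralogs, had 1.63 ± 0.212 normalized CPM in SKF+Aβ and 8.54 ± 2.83 in SKF (SD, n = 2), a log2 fold change of -2.34 (standard error 0.43, adjusted p = 0.0355 from edgeR). RT1-CE16 was also among 7 RT1 genes that separated the libraries without counts of RT1-N2 from the others, a split that runs through 2 of the groups.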

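In the fit of all libraries, 0 genes were called between SKF+Aβ+CSP and SKF+Aβ at the adjusted threshold (n = 2 per group, edgeR). An unadjusted p-value under 0.05 was found for 328 genes, and 97 of these also had a log2 fold change beyond 1, 73 higher and 24 lower in SKF+Aβ+CSP. Adding the replicate number as a block gave 1 called gene, and same-numbered libraries deviated together at r = 0.0760.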

Treatment with CSP‐TTK21 under the SKF+Aβ treated condition when compared with the SKF+Aβ treated group affected 192 genes of which 18 were significantly up‐regulated and 174 were down‐regulated (Figure 4b, Excel E2). Moreover, treatment with CSP‐TTK21 under the SKF+Aβ treated condition when compared with the SKF+Aβ+CSP treated group affected 421 genes of which 33 genes were significantly up‐regulated and 388 genes were significantly down‐regulated (Figure 4c, Excel E2). 

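CSP‐TTK21 with SKF+Aβ gave 0 called genes against SKF+Aβ, with or without the replicate number as a block (n = 2 per group, edgeR). The same-numbered libraries of these groups deviated together at r = 0.237. Before adjustment 990 genes had a p-value under 0.05. Of these, 254 had a log2 fold change beyond 1, with 25 higher and 229 lower after CSP‐TTK21.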

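Against the vehicle group SKF+Aβ+CSP, 0 genes were called in SKF+Aβ+CSP‐TTK21 (n = 2 per group, edgeR), while 1320 genes had an unadjusted p-value under 0.05. With a log2 fold change beyond 1 in addition, 345 genes remained, 36 higher and 309 lower after CSP‐TTK21. The replicate number as a block gave 8 called genes, all lower, at a correlation of same-numbered deviations of r = -0.0480. A fit of these 4 libraries alone called 13 genes, again all lower.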

Principal component analysis (PCA) was performed to cluster the transcriptional changes for all the groups (Figure 4d). 

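The first and second principal components of the 500 most variable genes held 27.7% and 18.5% of the variance between the 10 libraries. To measure how close libraries lie, the root mean square difference of log2 CPM was taken over all tested genes. The 2 libraries of a group were 0.457 apart on average, against 0.483 over all ways to join the 10 libraries into pairs. In 104 of these pairings the mean was as small (exact permutation test, one-sided p = 0.110). The alternative that moved this p most was the use of the 500 most variable genes, with an exact permutation p of 0.356. With the mean difference between replicate numbers removed as a block the exact p was 0.00741 over all pairings, and 0.0583 over the 120 pairings that join a replicate 1 with a replicate 2, as every true pair does. The latter form was chosen after the former had been seen.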

We observed that SKF+Aβ and SKF+Aβ+CSP sample clusters were close to each other representing similar pattern of gene expression and substantially different than either SKF or CSP‐TTK21 alone samples clusters correlating with altered gene expression. 

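Distances between groups were divided by the mean distance between the 2 libraries of a group, so that a value of 1 means that groups lie no farther apart than replicates. SKF+Aβ and SKF+Aβ+CSP lay at 0.938 ± 0.0538 (SD over the 4 library pairs), the smallest of the 10 values. SKF lay at 1.26 ± 0.0797 from SKF+Aβ and at 1.13 ± 0.126 from SKF+Aβ+CSP. All 4 library pairs of both comparisons were above the mean replicate distance. Before division, replicate distances ran from 0.390 in SKF+Aβ+CSP to 0.514 in SKF+Aβ, with 0.490 in SKF and a mean of 0.457. The closest pair of SKF and SKF+Aβ, at 1.14, exceeded each of them. The closest pair of SKF and SKF+Aβ+CSP, at 1.02, was nearer than the 2 SKF libraries were to each other. CSP‐TTK21 alone lay at 0.975 ± 0.138 from SKF+Aβ+CSP, which is within the distance between replicates. The alternative that moved these values most was the plane of the first and second principal components, in which SKF and SKF+Aβ were 1.73 apart. It was 1.35 with the replicate number as a block.

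**Figure D1:**
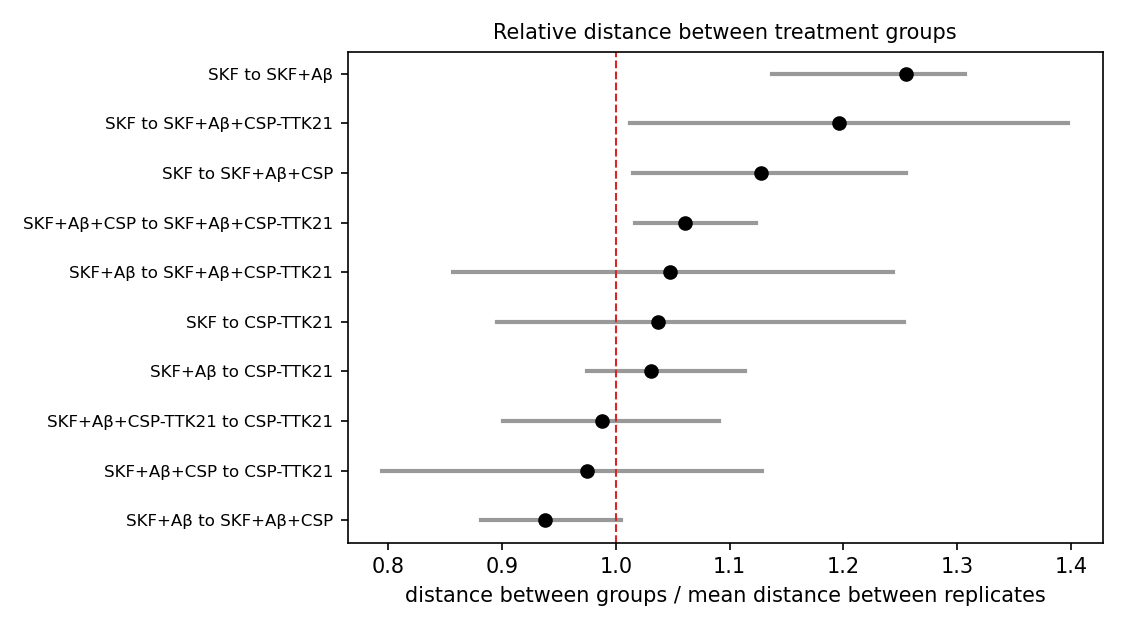
Distance between each pair of groups divided by the mean distance between the 2 libraries of a group (horizontal axis, no unit). Points are means and grey lines the range of the 4 library pairs, and the dashed line marks the mean replicate distance. The values run from 0.938 for SKF+Aβ to SKF+Aβ+CSP up to 1.26 for SKF to SKF+Aβ, and the line of SKF to CSP‐TTK21 reaches from 0.895 to 1.25.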

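The relative distance between SKF+Aβ and CSP‐TTK21 alone was 1.03 ± 0.0588, close to the distance between replicates, and with the 500 most variable genes it was 0.963. SKF and CSP‐TTK21 alone were 1.04 ± 0.160 apart (SD over the 4 library pairs).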

Collectively, these data suggest that Aβ treatment leads to transcriptional changes in these rat hippocampal slices as compared to CSP‐TTK21 and SKF alone samples. Interestingly, SKF+Aβ(1–42)+CSP‐TTK21 sample cluster was close to CSP‐TTK21 alone sample cluster and was different than SKF+Aβ and SKF+Aβ+CSP samples clusters, indicating restoration of transcriptional profile. 

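SKF+Aβ+CSP‐TTK21 lay at a relative distance of 0.988 ± 0.0810 from CSP‐TTK21 alone, 1.05 ± 0.168 from SKF+Aβ, 1.06 ± 0.0452 from SKF+Aβ+CSP and 1.20 ± 0.173 from SKF (SD over the 4 library pairs). The 4 pairs with CSP‐TTK21 alone ranged from 0.901 to 1.09 and those with SKF+Aβ from 0.857 to 1.24, so these ranges overlapped. In the plane of the first and second principal components the distance to CSP‐TTK21 alone was 0.761, that to SKF+Aβ+CSP 1.47 and that to SKF+Aβ 0.988. With the replicate number as a block the distances to CSP‐TTK21 alone and to SKF+Aβ+CSP were 1.08 and 1.18.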

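The pathway network of the paper (Fig. 5a,b) names 58 genes, and 57 of them passed the filter on low counts. Between SKF+Aβ+CSP and SKF, 27 of these had a higher and 30 a lower mean level. An unadjusted p-value under 0.05 was found for 14 of the 57, where the share of all tested genes with such a p-value, 19.3%, gives 11. With adjustment over all genes tested, 0 had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test). The lowest was 0.0572, for Atf5, whose log2 fold change was -1.01 (standard error 0.18), and with DESeq2 the adjusted p of Atf5 was 0.00117. With adjustment over the network genes alone 1 passed, though these genes were selected by the paper on the same libraries. The enrichment of gene ontology terms was not analysed here.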

Additionally, upon GO and pathways enrichment analysis of statistically significant differentially expressed transcripts, we found that genes involved in several pathways such as Wnt, PI3‐AKT, MAPK/ERK, and other signaling pathways implicated in the early pathophysiology of AD were significantly de‐regulated upon Aβ treatment (Figure 5a, Excel E4). A strong relationship between abnormal Wnt signaling and neuronal damaged in AD pathophysiology has been raised more than a decade ago, where it has been observed that Wnt pathway activity is impaired (Anderton et al., 2000; De Ferrari & Inestrosa, 2000). In addition, exposure of rat hippocampal neurons to Aβ results in the inhibition of canonical Wnt signaling (Alvarez et al., 2004). Moreover, several studies have shown that activation of the Wnt pathway has a neuroprotective role against Aβ peptide toxicity and improves synaptic plasticity (De Ferrari et al., 2003; Vargas et al., 2014). 

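Wnt3a had between 0 and 8 counts per library and was too low to be tested. Wnt3, the member drawn in the network (Fig. 5b), had between 4 and 20 counts per library. Its level was 0.823 ± 0.436 normalized CPM in SKF+Aβ+CSP‐TTK21 and 1.90 ± 0.635 in SKF+Aβ+CSP (SD, n = 2), a log2 fold change of -1.23 (standard error 0.56, adjusted p = 0.566 from edgeR's quasi-likelihood test). Wnt10b, with 5 to 18 counts per library, was at 0.746 ± 0.145 after CSP‐TTK21 and 1.84 ± 0.275 with the vehicle, a log2 fold change of -1.29 (standard error 0.55, adjusted p = 0.564 from edgeR). Against SKF+Aβ the log2 fold changes after CSP‐TTK21 were -0.94 for Wnt3 and -1.47 for Wnt10b. Both genes were lower with CSP‐TTK21 in each of these comparisons, and none of the differences passed the adjusted threshold. Leaving out single libraries moved the values most, from -1.89 to -0.75 for Wnt3 and from -1.51 to -1.09 for Wnt10b against the vehicle. The block fit on replicate numbers gave -1.22 and -1.29 against the vehicle.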

Interestingly, we observed an increased expression of WNT3a and WNT10B upon CSP‐TTK21 treatment (Figure 5b). Similarly, we observed a decreased ADRB2 expression in our RNA‐Seq analysis in SKF+Aβ co‐treated group (Figure 5a). This gene encodes for the β_2_‐adrenergic receptor, which activates the adenosine monophosphate/protein kinase A (cAMP/PKA) signaling cascade, leading to phosphorylation of cyclic AMP response element‐binding protein (pCREB) thus facilitating the transcription of key proteins necessary for synaptic plasticity such as brain‐derived neurotrophic factor (BDNF) (Karthivashan et al., 2019). In addition, the activation of β_2_‐adrenergic receptor has been shown to improve synaptic function and cognitive memory and has been used as a therapeutic option for various neurological disorders, such as AD, Parkinson's disease (PD), and Rett syndrome (Abdelmotilib & West, 2017; Mellios et al., 2014; Shi et al., 2018; Xu et al., 2018). Here, we observed that CSP‐TTK21 treatment increased the expression of ADRB2 gene, implicating that it plays a positive role in neuroprotection and synaptic functioning against Aβ toxicity (Figure 5b). In addition, we observed increased levels of transforming growth factor‐beta1 (TGF‐β1) signaling in the SKF+Aβ co‐treated group (Figure 5a), which has been shown to induce Aβ deposition in the cerebral blood vessels and meninges of aged mice (Wyss‐Coray et al., 1997). 

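Tgfb1 had 10.3 ± 1.17 normalized CPM in SKF+Aβ and 24.7 ± 3.98 in SKF (SD, n = 2), a log2 fold change of -1.23 (standard error 0.24, adjusted p = 0.0359 from edgeR's quasi-likelihood test). The difference was larger than the spread between replicates, and below the fold change limit for a call. Adding the replicate number as a block gave -1.23 (adjusted p = 0.0283 from edgeR), and in a fit of these 4 libraries alone it was -1.22 (adjusted p = 0.0670 from edgeR). In SKF+Aβ+CSP the level was 14.1 ± 3.77, a log2 fold change of -0.77 against SKF (standard error 0.23, adjusted p = 0.115 from edgeR).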

Increased TGF‐β1 levels have been observed in brain of AD patients (Chao et al., 1994; Peress & Perillo, 1995). TGFβ controls the expression of multiple genes associated with inflammation and immune responses. The TGFβ pathway has been associated with the regulation of genes involved in oligodendrocytes and neuronal differentiation, neuronal survival and function, and neurotransmission‐related genes (Kandasamy et al., 2014). 

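After CSP‐TTK21, Tgfb1 was at 19.8 ± 5.33 normalized CPM (SD, n = 2). The log2 fold change was 0.47 against SKF+Aβ+CSP (standard error 0.24, adjusted p = 0.570 from edgeR's quasi-likelihood test) and 0.93 against SKF+Aβ (standard error 0.24, adjusted p = 0.746 from edgeR). Neither passed the adjusted threshold. The block fit gave 0.45 and 0.92. With no filter on low counts the adjusted p against SKF+Aβ was 0.0184 (edgeR). CSP‐TTK21 alone was at 19.4 ± 0.712, a log2 fold change of -0.32 against SKF.

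**Figure D2:**
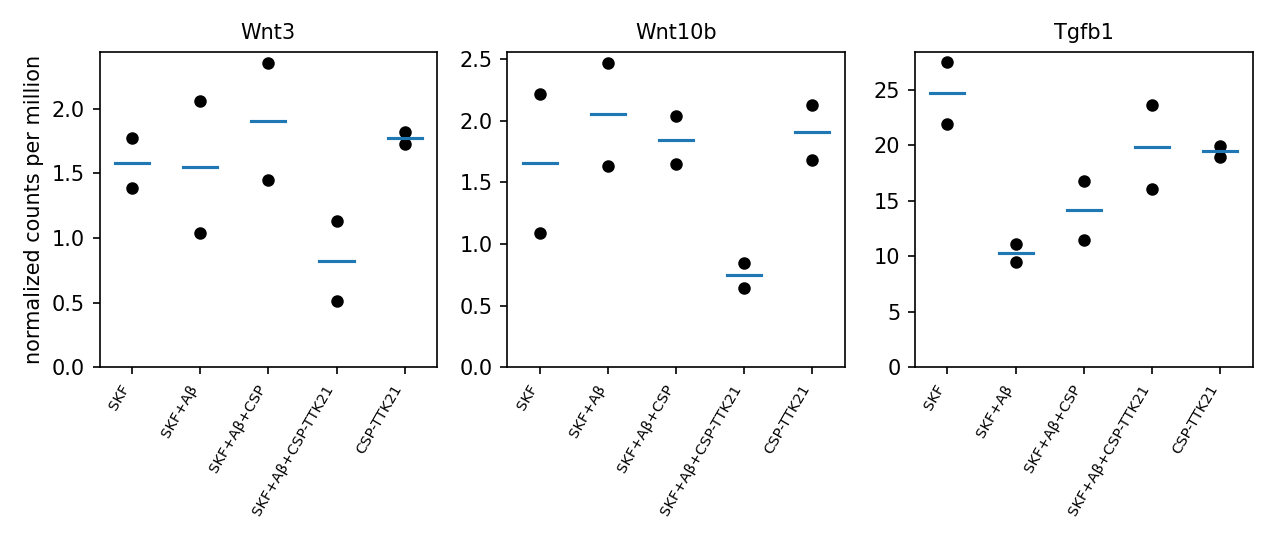
Normalized CPM (vertical axis, a scale for each gene) of Wnt3, Wnt10b and Tgfb1 in the 5 groups. Each dot is a library and each blue line the mean of 2 libraries. Tgfb1 has its lowest mean, 10.3, in SKF+Aβ, and both Wnt genes have theirs in SKF+Aβ+CSP‐TTK21, at 0.823 for Wnt3 and 0.746 for Wnt10b.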

We found that CSP‐TTK21 treatment decreased TGF‐ β1 mRNA levels, implicating that it plays a neuroprotective role against Aβ toxicity. To evaluate the direct effect of CSP‐TTK21 in synaptic plasticity and AD, DEGs associated with these processes were selected and compared across SKF+Aβ+CSP (pathology) and SKF+Aβ(1–42)+CSP‐TTK21 (effect) (Excel E5). We observed that CSP‐TTK21 rescued (increased) expression of 17 genes out of 23 genes that were down‐regulated and decreased expression of 9 genes out of 20 genes that were up‐regulated in the pathological condition (Figure 5c). These results provide direct evidence that CSP‐TTK21 restores expression of critical genes involved in synaptic plasticity and AD progression. 

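The gene lists behind Fig. 5c are not used here, and the genes of the network in Fig. 5a,b were taken in their place, with their colours read by eye. Between SKF+Aβ+CSP‐TTK21 and SKF+Aβ+CSP, 28 of the 57 tested genes had an unadjusted p-value under 0.05, where the share of all tested genes, 8.78%, gives 5. The lowest adjusted p over all genes was 0.428 (edgeR), and with adjustment over the network genes alone 5 passed, which were selected by the paper on the same libraries. The sign of the log2 fold change in this comparison was opposite to that between SKF+Aβ+CSP and SKF for 37 of the 57 genes. Of the 30 genes with a lower level in SKF+Aβ+CSP than in SKF, 13 were raised by CSP‐TTK21. Of the 27 with a higher level, 24 were lowered. Both comparisons use the SKF+Aβ+CSP libraries, whose errors enter them with opposite signs, and the paper chose the genes on these libraries, so no test was made of these numbers. Leaving out single libraries moved the 37 most, to between 25 and 45. Of the 26 genes coloured as down‐regulated in Fig. 5a, 24 had a higher mean in SKF+Aβ+CSP than in SKF. Of the 24 coloured as up‐regulated all 24 had a lower mean. With 1 library left out these numbers were from 14 to 26 and from 21 to 24.

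**Figure D3:**
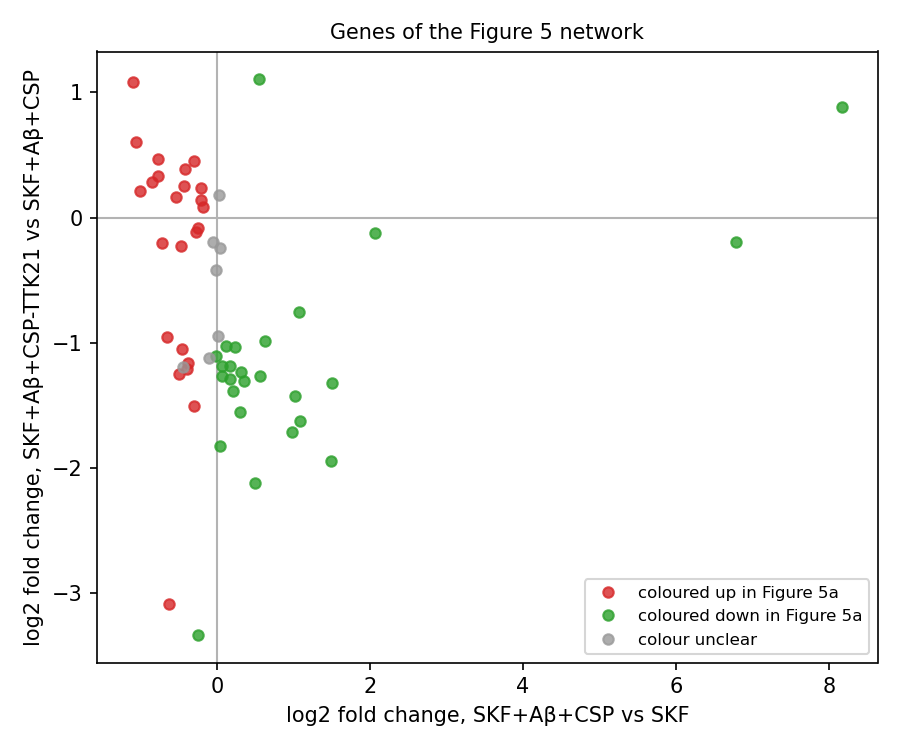
Log2 fold change of the 57 network genes between SKF+Aβ+CSP and SKF (horizontal axis) and between SKF+Aβ+CSP‐TTK21 and SKF+Aβ+CSP (vertical axis), with each gene in the colour it has in Fig. 5a. All 24 red points lie left of 0 and 24 of the 26 green points right of it. The points farthest to the right are RT1-N2 and RT1-O1, which had at most 2 counts in each SKF library, so their distance from 0 is not a measured ratio.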

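A pair of comparisons that shares no library was also examined, SKF+Aβ+CSP against SKF and SKF+Aβ+CSP‐TTK21 against SKF+Aβ. Across the 15032 genes, which are not independent replicates, their log2 fold changes correlated at r = -0.273. Among all ways to assign the 8 libraries to the 4 groups, the share with a correlation as far from 0 was 0.203 (the p-value of an exact permutation test, two-sided). With the SKF+Aβ+CSP libraries in both comparisons r was -0.387. The alternative that moved r most among those with a test was the filter of at least 10 counts in every library, with r = -0.310 (exact permutation p = 0.251). With the replicate number as a block and permutation within replicate numbers the exact p was 0.181. The paper reads the clusters of samples, in hedged terms, as pointing to transcriptional changes by Aβ and to a restoration of the profile by CSP‐TTK21. It then selects genes linked to synaptic plasticity and AD, counts those whose direction in the pathological condition was reversed after CSP‐TTK21 (Fig. 5c), and concludes that CSP‐TTK21 restores their expression.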

We further validated these findings by measuring the expression of DEGs using real‐time polymerase chain reaction (RT‐PCR) (Figure 5d,e). As compared to that in SKF only treated control hippocampal slices, Aβ treatment and CSP‐Aβ co‐treatment significantly down‐regulated *Wnt10b* (Aβ: *p* = 0.009, CSP *p* = 0.001) and *Adrb2* (Aβ: *p* = 0.03, CSP: *p* = 0.02), and up‐regulated TGFβ (Aβ: *p* = 0.0005, CSP: *p* < 0.0001) and *ATF5* (Aβ: *p* = 0.01, CSP: *p* = 0.006). Interestingly, CSP‐TTK21 treatment restores the expression of *Adrb2*, *TGFβ*, and *ATF5* to the level of SKF control slices; *Wnt10b* expression was significantly increased as compared to control (*p* = 0.006).

**FIGURE 4:**
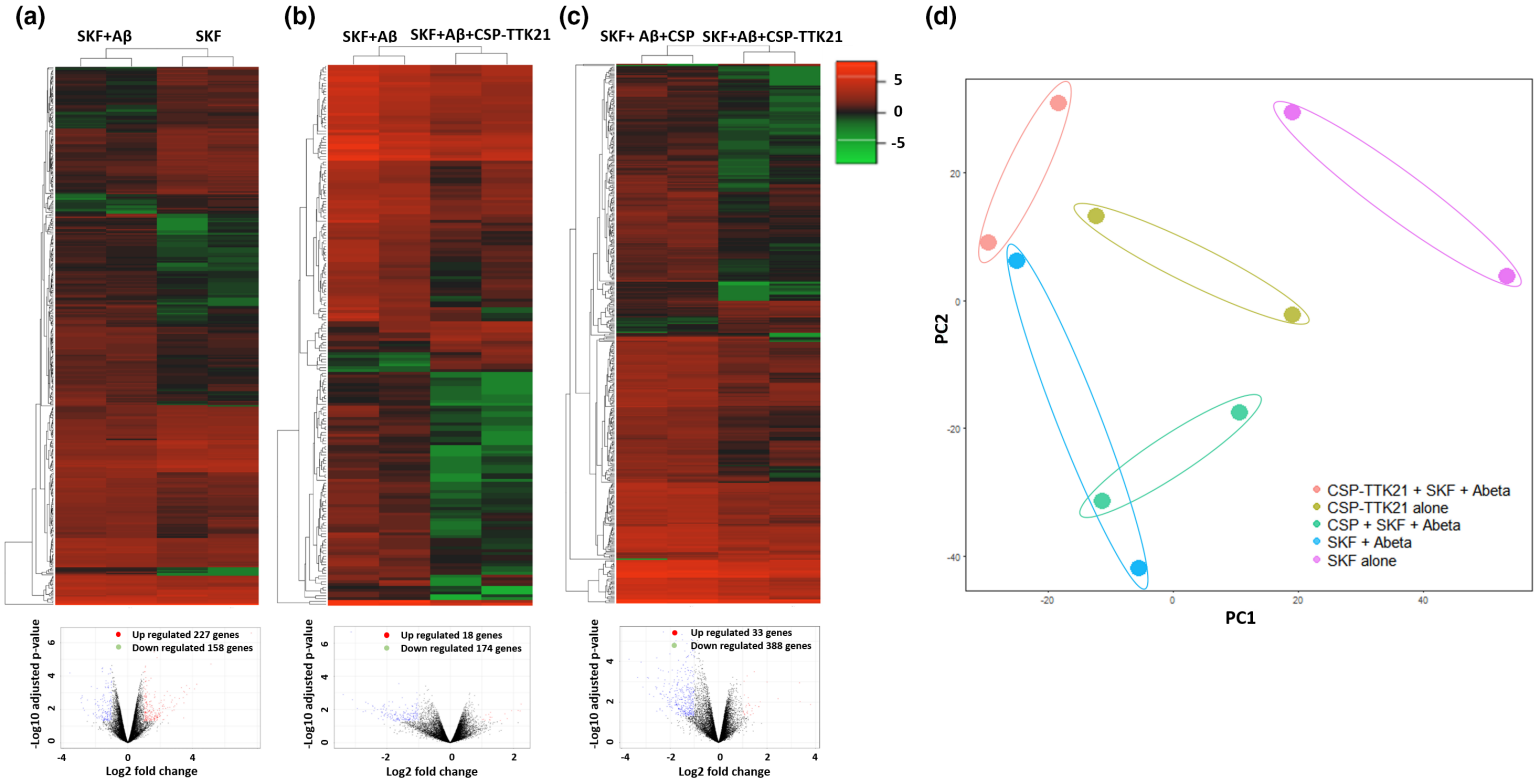
CSP‐TTK21 leads to changes in the transcriptome of the CA1 region of Aβ‐treated hippocampal slices. Unsupervised hierarchical clustering was done using Pearson uncentered algorithm with average linkage rule. Heatmaps and volcano plots representing differentially regulated transcripts in each treatment (*n* = 2, biological replicates). (a) SKF+Aβ vs SKF, (b) SKF+Aβ+CSP‐TTK21 vs SKF+Aβ and (c) SKF+Aβ+CSP‐TTK21 vs SKF+Aβ+CSP. Color coding is based on fold expression where red color indicates higher expression and green color indicates lower expression. (d) Principal component analysis of all samples used in this study, representing clusters of samples based on their similarity. Samples are color coded by treatment groups.

**FIGURE 5:**
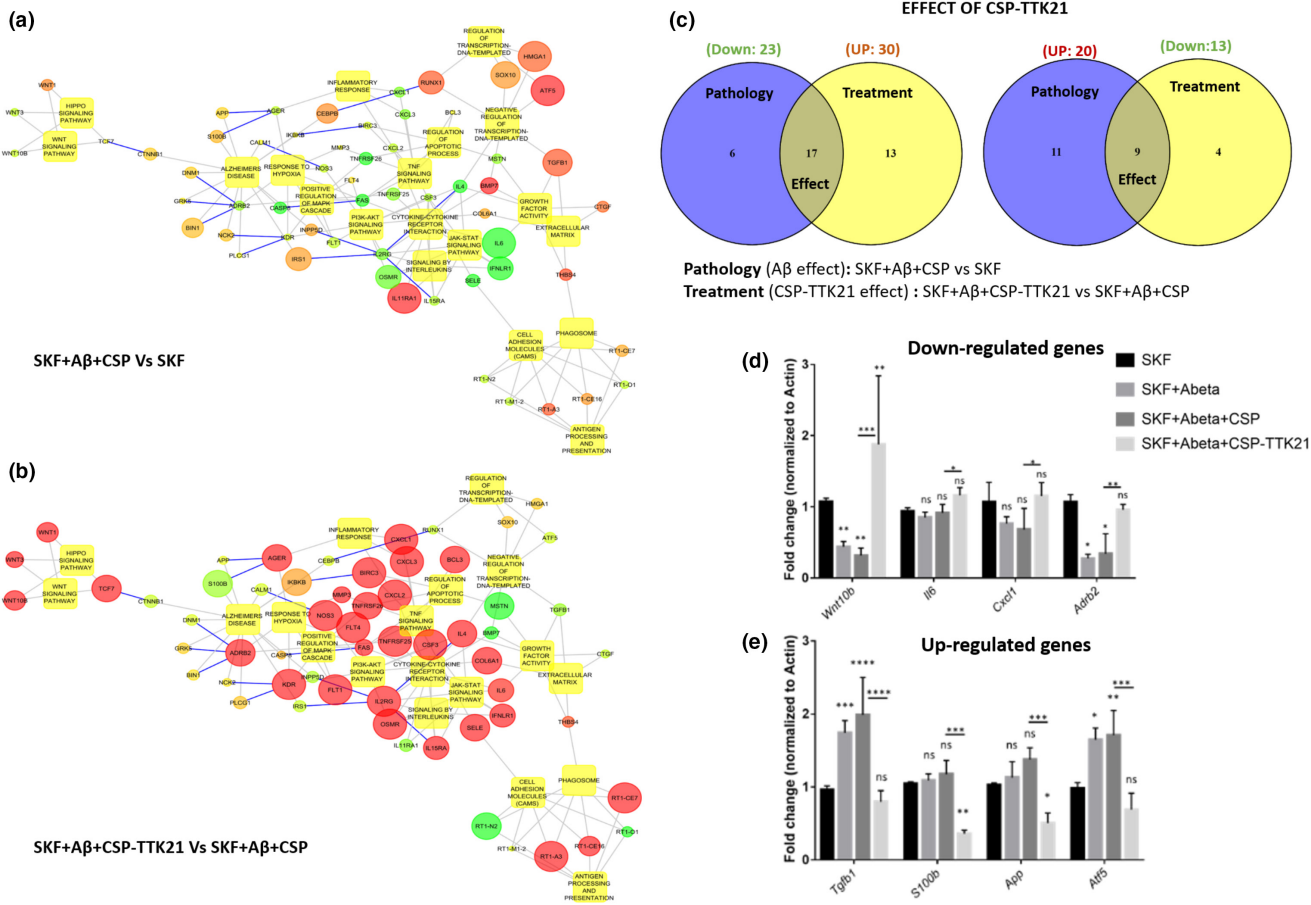
CSP‐TTK21 restores gene expression and signaling pathways impaired by Aβ(1–42) oligomers. (a) Significantly de‐regulated pathways upon SKF+Aβ+CSP co‐treatment. (b) Significantly restored pathways upon SKF+Aβ+CSP‐TTK21 treatment. The circles indicate differentially expressed genes, and boxes indicate pathways regulated by the DEGs. Up‐regulated genes are colored in red and down‐regulated are in green. Size of the circle indicates *p*‐value (the bigger the size, the lower the *p*‐value). Blue color connecting lines indicate protein–protein interaction, and gray color indicates regulation. (c) Venn diagram showing effect of CSP‐TTK21 in restoration of significantly de‐regulated genes involved in synaptic plasticity and AD progression. Blue color represents the pathological condition (SKF+ Aβ+CSP vs SKF) where 23 genes were down‐regulated and 20 genes were up‐regulated. Yellow color represents treatment condition (SKF+Aβ+CSP‐TTK21 vs SKF+ Aβ+CSP) where 30 genes were up‐regulated and 13 genes were down‐regulated. The overlap region represents genes common to both conditions and hence denotes CSP‐TTK21 treatment effect on reversal of gene expression. Expression of 17 out of 23 down‐regulated genes and 9 out of 20 up‐regulated genes in the pathological condition got reversed in CSP‐TTK21 treatment condition. (d,e) qRT‐PCR showing the expression of key genes involved in AD pathophysiology across the different treatment groups (*n* = 4, biological replicates). Two‐way anova with uncorrected Fisher's test was performed for statistical analysis, *p ˂ 0.05, **p ˂ 0.01, and ***p ˂ 0.001.

## 4 DISCUSSION

In this study, we showed that in the hippocampal area CA1, acute exposure to exogenous Aβ(1–42) oligomers is sufficient to cause impairments in synaptic plasticity induced by distinct electrical stimuli and this impairment could be rescued by the small‐molecule CSP‐TTK21. Short‐term Aβ oligomer exposure impaired the maintenance of theta burst and high frequency induced late‐LTP and synaptic tagging and capture (STC). Not only did we show that, CSP‐TTK21 application could ameliorate the Aβ‐induced deficits in synaptic plasticity and late‐associativity, we uncovered some of the molecular changes that accompanied the rescue effect.

Aβ oligomers disrupt the ERK signaling cascade (Balleza‐Tapia & Pena, 2009), which is required for hippocampal LTP maintenance and its associated CREB‐dependent transcription (English & Sweatt, 1997; Impey et al., 1998). However, ERK signaling is not required for tag setting in late‐LTP and the induction of early‐LTP (Sajikumar et al., 2007; Winder et al., 1999). Since short‐term incubation with exogenous Aβ(1–42) oligomers has been shown to activate the ERK cascade through the α7 nicotinic acetylcholine receptor, we assume that Aβ treatment activates the ERK pathway (Dineley et al., 2001).

Several lines of evidence are linked to the dysregulation of p300/CBP in AD. It has been well established that activation of the amyloid precursor protein‐dependent signaling reduces CBP levels in primary neuronal cultures, and that Aβ peptide interferes with CREB signaling upstream of CBP (Rouaux et al., 2003; Tong et al., 2001; Vitolo et al., 2002). Additionally, diminished p300/CBP has been observed in human AD brains (Bartolotti et al., 2016; Schueller et al., 2020). Thus, we summarize that CSP‐TTK21 rescues synaptic plasticity in Aβ‐treated slices most likely by upregulating plasticity‐related proteins (PRPs) through the activation of CBP/p300 acetyltransferase activity as protein synthesis inhibitors blocked the maintenance of HFS‐LTP even in the presence of CSP‐TTK21, and that CSP‐TTK21 treatment led to a drastic increase in multiple PRPs (Chatterjee et al., 2013). However, in normal slices, CSP‐TTK21 treatment alone did not affect basal synaptic transmission neither did it reinforce early‐LTP into late‐LTP. These results imply that even when CBP/p300 is activated by CSP‐TTK21, the expression of PRPs remains tightly regulated and activity‐dependent and CSP‐TTK21 treatment alone does not affect normal neuronal function under physiological conditions (Caccamo et al., 2010). We have reported earlier that a number of PRPs play an important role in late‐LTP maintenance and STC. For instance, CaMKII, CaMKIV, and CREB are important molecules required for setting synaptic tags and PRPs while an atypical PKC isotype PKMzeta acts as an LTP‐specific PRPs. BDNF acts as a PRP for both potentiated and depressed synaptic inputs (Caccamo et al., 2010; Redondo & Morris, 2011; Sajikumar et al., 2007). Further investigations are required to confirm whether CSP‐TTK21‐induced mechanisms can activate a pool of PRPs, which allows the synapses to select the suitable PRPs and maintain long‐term plasticity. Availability of a pool of PRPs is critical for the maintenance of long‐term plasticity and associativity in aging and neurodegeneration; otherwise, the synaptic populations will eventually lose the capability to maintain synaptic plasticity through synaptic competition (Bin Ibrahim, Benoy, & Sajikumar, 2022; Sajikumar & Frey, 2004; Shivarama Shetty & Sajikumar, 2017).

High‐frequency stimulation‐induced LTP led to changes in the expression of many genes as compared to that of the untreated control. This was expected since it has long been established that synaptic changes are supported by de novo transcription and translation (Kandel, 2001; Navakkode et al., 2007). However, this plasticity‐related gene expression was disrupted by prior exogenous Aβ exposure. Our functional enrichment analysis suggests that exogenous Aβ caused the aberrant expression of genes enriched in synaptic signaling and behavioral processes, which correlates with the observed synaptic dysfunction. Other Aβ‐induced dysregulated genes were enriched in cellular development, transcription regulation, central nervous system development and neuronal genesis and differentiation. These results parallel those in gene expression profiling studies of post‐mortem tissues of AD patients (Colangelo et al., 2002; Gomez Ravetti et al., 2010).

Importantly, CSP‐TTK21 treatment partially reversed Aβ‐induced aberrant gene expression. This suggests that CSP‐TTK21, by activating the master epigenetic enzyme p300/CBP, could rescue some of the de‐regulated processes (such as synaptic plasticity and neurodegeneration) associated with AD. In particular, the CSP‐TTK21‐mediated significant restoration of Wnt, Adrb2, and Tgfβ signaling could have contributed to the functional rescue of LTP in our electrophysiology experiments, given that *Wnt* is needed for the induction and maintenance of LTP in the hippocampus and Adrb2 and Tgfβ signaling plays a crucial role in the induction and maintenance of LTP in the hippocampus (Gelinas et al., 2008; Hu et al., 2019; Mishra et al., 2019).

Furthermore, we assume that the rescue of synaptic plasticity and the enhanced expression of plasticity‐related genes might be correlated with the re‐acetylation of H2B by CSP‐TTK21, as a likely result of the acetylation of histones by p300/CBP (Chatterjee et al., 2013). Although we could not rule out the possible effects of p300/CBP activation on other non‐histone targets, our current data corroborate earlier reports that CSP‐TTK21‐mediated H2B acetylation is associated with upregulation of plasticity genes in normal and AD‐like conditions (Chatterjee et al., 2013; Chatterjee et al., 2018).

In summary, our study demonstrates that the p300/CBP activator CSP‐TTK21 can rescue Aβ‐impaired synaptic plasticity induced by various pathways, presumably through reversing Aβ‐induced dysregulation of H2B acetylation and gene expression. It further substantiates the potential use of small‐molecule activators of p300/CBP as therapeutic agents for AD.

## AUTHOR CONTRIBUTIONS

S.H.N., C.L., C.K.L.J., M.S.S., K.K.L.P, M.P.V, A.R.S, and S.N conducted electrophysiological experiments. A.K.S., S.H.S., M.V., V.J.R., I.J., and M.E. conducted biochemical experiments. A.K.S., K.K.L.P., T.K.K, S.N, and S.S. wrote the manuscript.

## CONFLICT OF INTEREST

The authors declare that they have no conflict of interest.

## Supporting information

Data S1
Click here for additional data file.

Figure S1
Click here for additional data file.

Figure S2
Click here for additional data file.

Figure S3
Click here for additional data file.

Figure S4
Click here for additional data file.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. All RNAseq datasets can be uploaded from NCBI GEO: GSE206799.

How the deposited data were processed for this re-analysis (not part of the article)

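RNA-seq of the CA1 region of rat hippocampal slices was analysed in 5 groups of 2 biological replicates, SKF, SKF+Aβ, SKF+Aβ+CSP, SKF+Aβ+CSP‐TTK21 and CSP‐TTK21 alone. Groups and replicate numbers were taken from the sample labels, and the concentrations and times from the paper, with slices collected 1 h after treatment that followed 30 min of basal stimulation. The authors deposited whole-number counts per rat Ensembl gene for 10 libraries, without normalization and without pooling of replicates. According to the paper's methods, the authors trimmed adapters with Trim Galore, removed PCR duplicates with Samtools and aligned the reads with TopHat2, before quantification with Cufflinks and Cuffdiff. The program that made the counts, its annotation and its use of the strand are not named in the paper's text, so genes that overlap or have near-identical copies are uncertain. The electrophysiology, the RT‐PCR, the comparisons with the untreated group, the gene ontology terms and the gene lists of Fig. 5c are not analysed here. The table has 32545 genes, and total counts were between 6753742 and 8473407 per library.

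Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with edgeR's filterByExpr by group, which kept 15032, and normalized with TMM factors. One quasi-likelihood fit with a mean per group and no covariate used all 10 libraries, so that the spread was estimated from all 5 groups. The common biological coefficient of variation was 0.136. The standard errors given were derived from the test, as the absolute log2 fold change divided by the square root of its F statistic. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change beyond 1.5 in 7 comparisons. The paper gives the fold change limit in its RNA-seq methods, with a p-value under 0.05 that is not said to be adjusted or unadjusted. It gives the false discovery rate in its statistics section, with an unpaired test. Both were applied together, and other readings of the criterion were run as alternatives. Alternatives used the replicate number as a block, a fit of only the 4 libraries compared, DESeq2 1.42.0 with its default independent filtering, limma 3.58.1 on log2 CPM, RLE factors, no filter, a minimum of 10 counts in every library, and each library left out in turn. DESeq2 without that filtering, which leaves genes without an adjusted p-value, was added after the calls were seen. The replicate number is that of the labels. The paper's text does not say whether the same number means the same animals, and results with the block are given beside those without it.

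The script was tested on simulated counts drawn from the means and totals of these libraries. With 200 changed genes it called 188 of 14826 genes, and 186 of these were truly changed. All planted changes were larger than the log2 fold change limit of 1.5. The simulation thus gives no power for smaller changes, and 0 calls in a comparison do not show their absence. With no changed gene, 0 of 14822 were called, while an unadjusted p-value under 0.05 with a log2 fold change beyond 1 gave 151 genes.

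Distances between libraries were root mean square differences of log2 CPM with a prior count of 2. Tests on distances and correlations were exact permutations over the libraries. Gene list tests used camera with an inter-gene correlation of 0.01 over 7 comparisons, with 16 lists written before the data were examined. Lists were used where at least 80% of the genes matched and at least 5 were tested, which left 13. The minimum of 5 was set after the matching had been seen and before any list test was run. The genes of the network in Fig. 5 were read by eye, with their colours, before the counts were examined.

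The genes named in the text are those the paper's results or Table 1 name, the network genes, the genes of the lists, and for each comparison up to 3 called genes with the highest and up to 3 with the lowest log2 fold change among those whose groups do not overlap. This rule was written before the data were examined. Mcts1, Ppp1r1b and the RT1 genes that are not in the network were chosen after their values were seen. Some tests of explanations were likewise chosen after the result was seen, and the closing parts name them. Of 2 that had first been recorded as chosen before, the record was corrected to after, because the result was in effect already known. Some results on single genes are left out of the text. Chromosome positions, gene length and GC content were not used here.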

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

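Of the tests in this part, all but that of the other small structural RNAs were chosen only after the result was seen, and for that one the comparison with the share of counts was added later.

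Y_RNA (ENSRNOG00000060430), a small structural RNA that the paper does not discuss, was higher in SKF+Aβ+CSP than in SKF by a log2 fold change of 2.19 (standard error 0.17, adjusted p = 8.70e-05 from edgeR). Its 511 and 407 counts in SKF+Aβ+CSP compare with 100 and 94 in SKF. The change was also present in SKF+Aβ, at 1.63 (adjusted p = 0.00340 from edgeR), in SKF+Aβ+CSP‐TTK21, at 1.39 (adjusted p = 0.0219), and at 1.29 in CSP‐TTK21 alone (adjusted p = 0.0545), a group without SKF and without Aβ. With RLE factors in place of TMM the log2 fold change was 2.179, though RLE factors shift the median of all genes by only -0.0064 and could hardly have moved it. A different recovery of small structural RNAs between libraries may contribute. The other 262 small RNA genes tested had a median log2 fold change of 0.512 in the same comparison, just above the limit of 0.5 set in advance, and 71.8% of them were higher. Their summed share of all counts went the other way, with 0.588% and 0.666% in SKF and 0.551% and 0.522% in SKF+Aβ+CSP. A recovery difference of this size over all small RNAs would leave most of the change in Y_RNA unexplained. A recovery that differs from one small RNA to another was not tested, and the pattern cannot be told apart from it. Reads shared between copies of Y_RNA were not examined, and a biological explanation by Aβ alone would leave the higher level in CSP‐TTK21 alone unexplained.

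Mcts1, which the paper does not discuss, was higher in SKF+Aβ than in SKF by a log2 fold change of 1.80 (standard error 0.23, adjusted p = 0.0186 from edgeR), with 203 and 177 counts against 50 and 66. The lowest of the 8 other libraries had 1.76 times the CPM of the higher SKF library, and in CSP‐TTK21 alone the log2 fold change against SKF was 1.01 (adjusted p = 0.633 from edgeR). A candidate explanation is a difference of the SKF libraries from all others, whatever its source. As Mcts1 was chosen for its difference from the same SKF libraries, the ratio does not decide this. The count table lists 0 other Mcts genes, which leaves open whether reads of a copy outside the table are counted on Mcts1. An effect of Aβ that adds to such a difference is not excluded.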

How the results depend on the processing

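The alternatives were set before the data were examined, except for 2 that were chosen after values had been seen, the restricted pairing in the grouping test and DESeq2 without its independent filtering.

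Numbers of called genes are given in the order SKF+Aβ vs SKF, SKF+Aβ+CSP vs SKF+Aβ, SKF+Aβ+CSP‐TTK21 vs SKF+Aβ, SKF+Aβ+CSP‐TTK21 vs SKF+Aβ+CSP, SKF+Aβ+CSP vs SKF, SKF+Aβ+CSP‐TTK21 vs SKF and CSP‐TTK21 vs SKF. As reported they were 22, 0, 0, 0, 2, 0 and 0, and the genes with an unadjusted p-value under 0.05 were 3431, 328, 990, 1320, 2908, 2940 and 1170. RLE factors gave the same numbers, and limma on log2 CPM 21, 0, 0, 0, 3, 0 and 0. With the replicate number as a block they were 34, 1, 0, 8, 2, 19 and 0, where same-numbered libraries deviated together at r between -0.0691 and 0.237. A fit of the 4 libraries compared gave 7, 1, 1, 13, 2, 2 and 0, and DESeq2's Wald test 5, 1, 0, 6, 2, 0 and 1. DESeq2's independent filtering left 9495 of the 15032 genes with an adjusted p-value in the first comparison, and without it DESeq2 called 32, 1, 0, 6, 14, 19 and 1. No filter on low counts gave 112, 19, 32, 84, 69, 120 and 29, and at least 10 counts in every library 14, 0, 0, 0, 5, 0 and 0. Of the 22 genes of the first comparison, 22 were also called with the block, 22 with no filter, 20 with limma, 19 with DESeq2 without its independent filtering, 11 with at least 10 counts in every library, and 4 each in the fit of 4 libraries and with DESeq2's own filter.

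The criterion moved the numbers further. An adjusted p-value under 0.05 with no fold change limit gave 312, 0, 0, 0, 3, 1 and 0, with a log2 fold change beyond 1 it gave 75, 0, 0, 0, 3, 1 and 0, and with a fold change beyond 1.5 it gave 296, 0, 0, 0, 3, 1 and 0. An unadjusted p-value under 0.05 gave 149, 36, 100, 138, 104, 165 and 78 genes with a log2 fold change beyond 1.5, and 433, 97, 254, 345, 291, 481 and 192 with one beyond 1. At the last criterion simulated libraries with no changed gene gave 151. Other splits of the SKF and SKF+Aβ libraries also gave genes at this criterion, against 433 for the real split. SKF replicate 1 with SKF+Aβ replicate 2 against the others gave 164, and replicate 1 against replicate 2 gave 327. The difference between both forms of DESeq2 lies in its filter. The cause was not tested for the other changes. No calls were made with a library left out, since 1 library then stands for a group.

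The grouping of the libraries had an exact p of 0.110, and between 0.0804 and 0.356 under the alternatives without the block. With the replicate block the p was 0.00741 over all pairings and 0.0583 over the pairings that join replicate 1 with replicate 2. The block removes the mean difference between the numbers, and every true pair joins both numbers, so the former favours the true pairing by construction.

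Relative distances changed by more than the spread of their library pairs as follows. With the 500 most variable genes, SKF to SKF+Aβ was 1.15 and SKF+Aβ to CSP‐TTK21 0.963. With 1 minus Spearman's correlation, SKF was at 1.70 from SKF+Aβ, 1.38 from SKF+Aβ+CSP and 1.49 from SKF+Aβ+CSP‐TTK21, and SKF+Aβ at 0.880 from SKF+Aβ+CSP and 1.11 from CSP‐TTK21. In the plane of the first and second principal components these distances from SKF were 1.73, 1.44 and 1.53, and SKF+Aβ+CSP‐TTK21 was at 1.47 from SKF+Aβ+CSP and 0.761 from CSP‐TTK21. With at least 10 counts in every library SKF to SKF+Aβ was 1.35. With the replicate block it was 1.35 too, and SKF+Aβ+CSP‐TTK21 was at 1.18 from SKF+Aβ+CSP and 1.08 from CSP‐TTK21. The cause was not tested.

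The correlation between the comparisons without a shared library stayed negative, between -0.310 and -0.261 with exact p from 0.181 to 0.251, and from -0.353 to -0.099 in the fits that each left out one library. Of the network genes, those that follow the colours of Fig. 5a were 2, and from 2 to 12 with one library left out. Those that follow Fig. 5b were 1, from 0 to 5 with one library left out, and 13 with the treatment compared with SKF+Aβ. The gene list tests went from 34 of 91 past the threshold to 36 with the replicate block and to 0 with the inter-gene correlation estimated from the data, where 2 had an unadjusted p-value under 0.05.

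Among the log2 fold changes of single genes, 1 reversed. Wnt3 between SKF+Aβ and SKF was 0.017, and -0.019 with no filter, both far within its standard error of 0.53. Others changed their side of the threshold, 9 weaker and 8 stronger, and 2 moved with a library left out. Where DESeq2's filter left a gene without an adjusted p-value, DESeq2 with that filter has no value for it. For Wnt3 between SKF+Aβ+CSP‐TTK21 and SKF+Aβ the fit of 4 libraries gave no value, since the gene did not pass its filter. Low depth limits Wnt3a, with at most 8 counts in a library, and the precision of Wnt3 and Wnt10b.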

Differences from the paper's values

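Between SKF+Aβ and SKF, 22 genes were called, 14 higher and 8 lower, against the paper's 385, 227 and 158. Among the alternatives set before the data were examined, an adjusted p-value with no fold change limit (312, 184 and 128), an adjusted p-value with a fold change beyond 1.5 (296, 168 and 128) and an unadjusted p-value with a log2 fold change beyond 1 (433, 255 and 178) gave numbers within 1.5 times the paper's. The replicate block, the fit of 4 libraries, DESeq2, RLE factors, no filter, the stricter filter, limma and the other criteria did not.

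Between SKF+Aβ+CSP and SKF+Aβ, 0 genes were called, 0 higher and 0 lower, against the paper's 107, 83 and 25, and 328 genes had an unadjusted p-value under 0.05. Between SKF+Aβ+CSP‐TTK21 and SKF+Aβ there were 0, 0 and 0 against the paper's 192, 18 and 174, with 990 at an unadjusted p-value under 0.05. Between SKF+Aβ+CSP‐TTK21 and SKF+Aβ+CSP there were 0, 0 and 0 against the paper's 421, 33 and 388, with 1320 at an unadjusted p-value under 0.05. In these 3 comparisons only an unadjusted p-value with a log2 fold change beyond 1 came within 1.5 times the paper's numbers, with 97 genes (73 and 24), 254 genes (25 and 229) and 345 genes (36 and 309). None of the other alternatives set before the data were examined did. The paper's methods name Cufflinks for quantification and Cuffdiff for the calls, and neither was run here. A number near the paper's, in these comparisons or in the first, thus does not show that the criterion explains the gap.

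For the genes of the network coloured as down‐regulated in Fig. 5a, 0 were lower in SKF+Aβ+CSP than in SKF and raised by CSP‐TTK21, against the paper's 17. For those coloured as up‐regulated, 0 were higher and then lowered, against the paper's 9. The paper's numbers refer to the lists behind Fig. 5c, of which the network is a stand-in here. RLE factors, the treatment compared with SKF+Aβ and each library left out did not close the gap.

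The paper draws WNT3 and WNT10B as raised by CSP‐TTK21 and names WNT3a in its text. Here Wnt3 changed by -1.23 and Wnt10b by -1.29 on the log2 scale against SKF+Aβ+CSP, and Wnt3a was too low to be tested. TGF‐β1 is given as higher with SKF+Aβ and lowered by CSP‐TTK21. Here Tgfb1 changed by -1.23 with Aβ (adjusted p = 0.0359 from edgeR, and from 1.22e-05 to 0.0670 under the alternatives) and by 0.47 after CSP‐TTK21. Against SKF+Aβ the change of Tgfb1 after CSP‐TTK21 was 0.93 (adjusted p = 0.746 from edgeR), and with no filter on low counts it passed the adjusted threshold in the same direction (adjusted p = 0.0184 from edgeR, against 0.617 to 0.841 under the other alternatives). As reported, none of these changes passed the adjusted threshold apart from that of Tgfb1 with Aβ.

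In the reading of the principal components, the paper sets SKF+Aβ+CSP apart from CSP‐TTK21 alone. Here their relative distance over all tested genes was 0.975, within that of replicates, which is not a distance in the plane of the components. The paper also sets SKF+Aβ+CSP‐TTK21 apart from SKF+Aβ. Over all tested genes they were 1.05 apart, with library pairs from 0.857 to 1.24. In the plane of the first and second components SKF+Aβ+CSP‐TTK21 was closer to CSP‐TTK21 alone, at 0.761, than to SKF+Aβ+CSP, at 1.47, which is the paper's order, but it was at 0.988 from SKF+Aβ, within the distance between replicates.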

Other observations

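The gene list tests with camera, the gene-wise tests of edgeR between groups and the comparison of the calls between SKF+Aβ and SKF with other splits of these libraries were planned, and the other tests in this part, with the test of each group against the mean of the others, were chosen only after the result was seen.

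The genes called between SKF+Aβ and SKF may reflect a difference of the SKF libraries from all other groups. In 20 of the 22 called genes both libraries of CSP‐TTK21 alone lay on the SKF+Aβ side of both SKF libraries. The genes were selected on the same SKF libraries, which favours this, and in 16 of the 22 both lay on the SKF side of both SKF+Aβ libraries, so these numbers do not decide it. Set against the mean of the 4 other groups, SKF had 321 genes with an adjusted p-value under 0.05 (edgeR). SKF+Aβ had 0, SKF+Aβ+CSP 1, SKF+Aβ+CSP‐TTK21 0 and CSP‐TTK21 alone 0, with 1344, 1166, 1299 and 442 genes at an unadjusted p-value under 0.05. The share of counts on mitochondrially encoded genes was 3.58% and 5.52% in the SKF libraries and at least 5.88% in the 8 others. CSP‐TTK21 alone received neither SKF nor Aβ, so the design does not tell whether the drugs, the dissection or the libraries are the source. Of the 2 splits of the 4 libraries that part same-numbered ones, 1, the real split, gave 22 called genes. The crossed split gave 0, with 555 genes at an unadjusted p-value under 0.05, and the split by replicate number, which parts no such pair, gave 0 as well, with 911. So few splits cannot settle whether the grouping arose by chance.

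Of the 22 called genes 11 were small structural RNAs, against 264 of 15032 tested (Fisher's exact test across genes, p = 2.37e-14). A different recovery of small RNAs between libraries could add to the calls. With the small RNA genes left out of the fit, 10 genes were called. Since leaving them out removes 11 calls by construction, that number does not decide it.

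The directions in Fig. 5 may be inverted relative to the counts. Of 106 pairs of a gene and a panel with a clear colour, 103 changed opposite to the colour. With RLE factors 2 genes followed the colours of Fig. 5a, as with TMM, but these factors shift the median of all genes by only -0.0064 and could hardly have changed a sign. A factor common to all genes of a library would move both colours the same way, whereas 24 of the 26 genes coloured as down‐regulated were higher and all 24 coloured as up‐regulated were lower. Among the 25 genes with the higher counts 1 followed, so low counts do not either. Exchanged SKF and SKF+Aβ+CSP libraries were considered too. With the labels as deposited the larger direction, up or down, was that of the paper's text in 4 of its 4 comparisons at an unadjusted p-value under 0.05 and a log2 fold change beyond 1, and with the libraries exchanged in 2. An inverted sign in the figure remains as a candidate explanation, while the colours were read by eye and the paper chose the genes on these libraries. In the RT‐PCR, the paper reports TGFβ and ATF5 as higher with Aβ. Here Atf5 was lower in SKF+Aβ than in SKF by a log2 fold change of -1.22 (adjusted p = 0.0230 from edgeR, lower in both libraries). In CSP‐TTK21 alone, without Aβ, both libraries were lower too, at -0.70 against SKF (adjusted p = 0.633 from edgeR). An effect of Aβ on Atf5 can thus not be told apart from a difference of the SKF libraries from all others. The RT‐PCR itself was not analysed here.

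Genes of the rat major histocompatibility complex split the libraries within groups. RT1-N2 had 0 counts in both SKF libraries, in SKF+Aβ+CSP replicate 1 and in CSP‐TTK21 replicate 1, and from 54 to 130 in the other 6. An MHC variant that differs between the rats is a candidate explanation. On the same split 7 of 24 other RT1 genes separated without overlap, as many as on 1 of the 210 splits into 4 and 6 libraries, the real one (exact p = 0.00476, the smallest these splits can give), and the next most was 5. Over all tested genes 5.12% separated on that split, where chance gives 0.952%. The treatment is not the source, since in 2 groups 1 library had RT1-N2 and the other did not. Library size is not either, as the ratio of mean totals without to with RT1-N2 was 1.038. Reads moved between RT1 paralogs cannot be told apart from such a variant, since 4 of the 7 genes, RT1-CE16, RT1-A3, RT1-CE7 and RT1-T24-4, were higher where RT1-N2 had no counts. RT1-CE16 is among the genes called between SKF+Aβ and SKF, and 6 RT1 genes are in the network of Fig. 5.

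Of 91 tests of 13 gene lists, 34 had an adjusted p-value under 0.05 with camera at a fixed inter-gene correlation, and 0 with the correlation estimated from the data, where the lowest adjusted p was 0.711 and 2 had an unadjusted p-value under 0.05. These 2 were the immediate early genes in CSP‐TTK21 alone against SKF and the endothelial and mural cell genes in SKF+Aβ+CSP‐TTK21 against SKF+Aβ+CSP. The latter list had a median log2 fold change of -0.91 (adjusted p = 1.30e-06 from limma's camera at the fixed correlation, 1 of 7 genes higher). Its genes Flt1 and Kdr are also in the network of Fig. 5. In the same comparison the astrocyte (median 0.42), microglia (0.59) and interneuron (0.23) lists were higher. The meninges and fibroblast list (-0.81) was lower. Their adjusted p-values were from 0.000178 to 0.0311 from limma's camera at the fixed correlation. The oligodendrocyte, CA3 pyramidal neuron, dentate granule cell and blood lists did not pass. A difference in tissue composition between these groups was not tested beyond these lists. The list of immediate early genes was lower in CSP‐TTK21 alone than in SKF, with a median log2 fold change of -0.85 (adjusted p = 1.28e-20 from limma's camera at the fixed correlation, 0 of 18 genes higher). It was also lower than in SKF in groups that received SKF, at -0.36 in SKF+Aβ (adjusted p = 0.0255 from limma's camera, 3 of 18 higher) and at -0.54 in SKF+Aβ+CSP (adjusted p = 6.29e-05 from limma's camera, 1 of 18 higher), while SKF+Aβ+CSP‐TTK21, at -0.30, did not pass (adjusted p = 0.0726 from limma's camera, 4 of 18 higher). If the absence of SKF in that group were the source, its libraries would stand apart from the 8 others. The difference of their mean log2 level was -0.60, and 3 of the 45 choices of 2 libraries were as low (exact permutation test, one-sided p = 0.0667, where the smallest possible is 0.0222), so this was not shown. The list of acute inflammation genes was lower in SKF+Aβ+CSP‐TTK21 than in SKF+Aβ+CSP, with a median log2 fold change of -0.62. At the fixed correlation 0 of 13 genes were higher (adjusted p = 7.46e-06 from limma's camera). In SKF+Aβ+CSP against SKF+Aβ the median was 0.64, with 13 of 13 higher (adjusted p = 7.29e-11 from limma's camera). With the correlation estimated from the data the unadjusted p-values from camera were 0.145 and 0.0585. The mean level of this list differed between groups by at most 0.971, between SKF+Aβ+CSP and SKF+Aβ+CSP‐TTK21, and between the 2 SKF libraries by 1.24. The ratio of these is 1.273. Replicate 1 was above replicate 2 in all 5 groups, however, and with the mean of each replicate number removed the ratio was 0.459. Between libraries of the same number, SKF+Aβ+CSP‐TTK21 differed from SKF+Aβ+CSP by -0.68 and -1.26 on the log2 scale. The differences between groups may thus exceed those between libraries if same-numbered libraries belong together, which the paper's text does not say. RT1-N2 had 0 counts in both SKF libraries and 66 and 130 in the SKF+Aβ libraries. If it marks a variant between rats, these counts argue against shared animals in same-numbered libraries of these groups. Other ties between same-numbered libraries stay open.

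Ppp1r1b, a target of dopamine receptor signaling that was chosen after its values were seen, was lower than in SKF by a log2 fold change of -1.05 in SKF+Aβ (adjusted p = 0.0230 from edgeR) and by -1.05 in SKF+Aβ+CSP (adjusted p = 0.0387 from edgeR). In SKF+Aβ+CSP‐TTK21 it was -0.50 and in CSP‐TTK21 alone -0.41, with adjusted p of 0.129 and 0.633. After CSP‐TTK21 the log2 fold change of Ppp1r1b was 0.55 against SKF+Aβ and 0.56 against SKF+Aβ+CSP, with adjusted p of 0.746 and 0.517 from edgeR, so a difference between these groups was not shown. No explanation was tested.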
